# Systems biology approach for mapping the response of human urothelial cells to infection by *Enterococcus faecalis*

**DOI:** 10.1186/1471-2105-8-S7-S2

**Published:** 2007-11-01

**Authors:** Mikhail G Dozmorov, Kimberly D Kyker, Ricardo Saban, Nathan Shankar, Arto S Baghdayan, Michael B Centola, Robert E Hurst

## Abstract

**Background:**

To better understand the response of urinary epithelial (urothelial) cells to *Enterococcus faecalis*, a uropathogen that exhibits resistance to multiple antibiotics, a genome-wide scan of gene expression was obtained as a time series from urothelial cells growing as a layered 3-dimensional culture similar to normal urothelium. We herein describe a novel means of analysis that is based on deconvolution of gene variability into technical and biological components.

**Results:**

Analysis of the expression of 21,521 genes from 30 minutes to 10 hours post infection, showed 9553 genes were expressed 3 standard deviations (SD) above the system zero-point noise in at least 1 time point. The asymmetric distribution of relative variances of the expressed genes was deconvoluted into technical variation (with a 6.5% relative SD) and biological variation components (>3 SD above the mode technical variability). These 1409 hypervariable (HV) genes encapsulated the effect of infection on gene expression. Pathway analysis of the HV genes revealed an orchestrated response to infection in which early events included initiation of immune response, cytoskeletal rearrangement and cell signaling followed at the end by apoptosis and shutting down cell metabolism. The number of poorly annotated genes in the earliest time points suggests heretofore unknown processes likely also are involved.

**Conclusion:**

*Enterococcus *infection produced an orchestrated response by the host cells involving several pathways and transcription factors that potentially drive these pathways. The early time points potentially identify novel targets for enhancing the host response. These approaches combine rigorous statistical principles with a biological context and are readily applied by biologists.

## Background

Epithelia are the first line of defense against bacterial infection. Far from being only a passive barrier, epithelia mount a complex and sophisticated response to bacterial infection [1] that can even include synthesis of anti-bacterial peptides [2]. However, the pathogens also can exploit host cell function [3]. In the case of the bladder, the highly specialized and multifunctional urothelium functions remarkably well to protect the host from urinary tract infections. Urothelial cells form a physical barrier against bacterial infection, trap bacteria in mucin and can desquamate, carrying the bacteria out of the bladder [4]. Urothelial cells mount their own immune response against pathogens [5]. Although the response of the urothelium to *Escherichia coli *has been investigated extensively at the molecular level [6,7], the response to gram positive organisms such as *Enterococcus *is poorly understood.

*Enterococcus faecalis *infection of the urinary tract and other organs represents a growing problem. Nosocomial infections with antibiotic-resistant strains are often fatal to hospitalized patients with compromised immune systems [8]. The *Enterococcus faecalis *genome contains a number of antibiotic resistance genes, which leads to rapid selection for resistant strains from a population in the presence of antibiotics and results in difficulty in treating infections by *Enterococcus *[9,10]. Relatively little is known about the defenses elicited by Gram positive organisms such as *Enterococcus*. It is likely that some different mechanisms are involved because *Enterococci *lack the same kinds of fimbriae or pili that are important to the pathogenicity of gram negative uropathogens such as *E. coli *[11,12].

Most studies of host cell response to infection are based on a snapshot determined at a single time point with cells grown on plastic. Cells grown on plastic are a poor model for cells *in vivo*, and determining the time course will not only define the earliest events but can establish the temporal relationships of the response [1]. In this study we followed the transcriptome of urothelial cells growing as a multi-layer urothelial mimetic presented with an overwhelming infection with *Enterococcus faecalis *in order to map out the pathways and genes involved in response to infection at a system level. This study used novel models and bioinformatic approaches to build a system-level roadmap detailing the transcriptome-level response over time. The bioinformatics analysis used F-statistics to first compare expression against system zero-point noise to facilitate identification of expressed genes, then to identify a set of HV genes showing excess variability over that shown by genes only varying for technical reasons. These HV genes encapsulate the response to infection. Clustering and identification of common properties such as pathways and common transcriptional regulatory elements (TREs) developed an integrated picture of the host cell response over time. The urothelial mimetic model duplicates features of infection seen *in vivo *but not in models of cells grown on plastic because the mimetic captures the cell-cell interactions between cells first attacked by the bacteria and cells responding indirectly to the attack. Following the time course has illuminated an orchestrated and integrated response of the cells to infection and the analysis presents an approach accessible to most biologists for developing a systems-level description of the biological events involved with infection. Learning how these defenses function and whether they are different from those elicited by *E. coli *could identify novel means to treat uropathogenic infections by *Enterococcus *in an age of increasing antibiotic resistance.

## Results

### Cell death occurs between 10 and 24 hours post infection

Examination of cell layers infected with bacteria showed that little cell death occurred until 10 hours post infection, at which time cells began to die in significant numbers. Cells at the top in contact with the bacteria died first. Confocal images are shown in the supplemental material (Additional file 1, image A). By 12 hours about 50% of cells had died and by 24 hours post infection, virtually all the cells were dead. Also shown in the supplemental material (Additional file 1, image B) is a confocal image of bacteria on the urothelial layer. The bacteria remained attached to the apical surface of the layer and no evidence for entry into cells was seen. Thus, the gene expression response of the urothelial mimetic will represent both the response of the cells in immediate contact with the bacteria as well as cells that are connected to the outer layer and which respond to signals from those cells that are infected.

### Determination of system-level noise, normalization and identification of hypervariable (HV) and very hypervariable (VHV) genes

The means used to analyze expression data and identify significantly altered gene expression is based upon F-tests against system-level noise. 

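RNA from layers of HUC-BC cells, an SV40-immortalized human urothelial line grown on small intestine submucosa, was labeled with Cy3 and hybridized to 8 glass arrays. There was 1 array for each of 0, 0.5, 1, 1.5, 4, 6, 8 and 10 h after Enterococcus faecalis was layered on the cells. No time point was repeated, so no error could be attached to a single value, no test across genes was run, and the number of arrays limits the precision. The MOI was 10 according to the methods and 100 according to the description of the series. Each array held 22464 spots, and the authors' table of normalized values covers 21521 of them. The values used here start from the scanner intensities of those 21521 spots, which already had a background subtracted and go below 0. A normal curve fitted to the intensities below 0 on each array gave a zero point between -17.1 and -11.8 intensity units and a noise SD between 19.4 and 23.5 units. Each intensity was expressed as noise SDs above the zero point, called its level, and the arrays were adjusted to each other by robust (Huber) regression of log10 levels on the median array. Before this adjustment, a level of 3 stood for 43.7 to 55.1 intensity units. A value of 3 in the authors' table stood for 10.8 to 41.4 units, and for fewer units than a level of 3 on every array. A gene that the paper counts as expressed can therefore lie under a level of 3. Spots with the same identifier were averaged, which left 21270 probes. Between 5159 probes, at 1.5 h, and 6144 probes, at 8 h, had a level of 3 or more, and the median scanner intensity of an array was between 7.98 and 20.4 units. A gene was called higher or lower at a time point when its level, with values under 3 set to 3, differed at least 2-fold from its own median over the 8 arrays. With this floor, a gene whose median is less than 2-fold above a level of 3 cannot be called lower. The median level of the expressed probes was 4.03, so most of them could be called higher but not lower.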

The assumptions behind this approach are briefly presented here along with the results. A fuller description is provided in Methods. This approach allows the entire data set to be used for a global assessment of noise, that is variation arising from random, technical sources, and reduces the need for replicates. Variation in expression in excess of this technical variation is assumed to arise from biological mechanisms. Expression data are normalized to the uncertainty in the zero point of expression because this value determines the certainty of stating that a gene is expressed above background. Figure 1A shows the frequency histogram of all the expression values for one array prior to normalization. The bimodal distribution is clearly evident. The leftmost mode is due to technical variation about the zero point and represents probe sequences to which nothing has hybridized, that is the genes are not expressed, whereas those in the rightmost mode represent probes to which binding occurred. The stringency of the threshold for filtering expression expressed is selectable. In this study, a value of 3SD above noise was selected. 

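Several epithelial genes were read on all 8 arrays. KRT7, a keratin of simple and transitional epithelia, had levels between 70.0 and 106 noise SDs, and KRT19, another epithelial keratin, between 37.6 and 57.9. GATA3, a transcription factor of urothelial cells, was between 5.35 and 7.09, and the cytoplasmic actin gene ACTG1 between 103 and 239. In all, 8122 of the 21270 probes (38.2%) had a level of 3 or more at 1 or more time points. Of these, 3850 did so on all 8 arrays and 1219 on 1 array only. Of genes of urothelial differentiation 6 of 16 were expressed, and of markers of other cell types 2 of 13 for fibroblasts, 5 of 10 for endothelial cells and 8 of 19 for leukocytes, together 15, with at most 9.98, for the integrin gene ITGAM. In the authors' deposited table, 23 of the markers of other cell types reached a value of 3.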

Of the 21,521 unique genes, 9553 were expressed at more that 3 standard deviations (SD_noise_) above noise in at least one time point.

**Figure 1:**
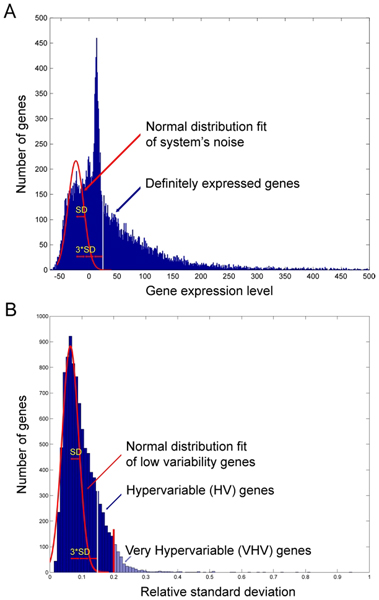
**Histogram of relative standard deviation distribution of 9,553 expressed genes**. The normal distribution of low-variable genes determined from the left portion of the histogram is superimposed on the actual histogram. SD – standard deviation for the normal distribution, 3*SD (white vertical line) – cut-off level for HV genes, red vertical line – cut-off for VHV genes with relative SD ≥ 0.2.

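Relative SD over the 8 arrays differed widely between genes. It was 0.0874 for EEF2, an elongation factor of translation, and 0.137 for CTSD, a lysosomal protease. For IL2RA, the alpha chain of the interleukin 2 receptor, it was 1.57, with levels between 6.97 and 739. Over the expressed probes the median relative SD was 0.208, and over the 944 probes with a median level of 10 or more it was 0.138.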

The frequency histogram of relative standard deviations for the 9553 expressed genes over 10 time points showed a right-side skewed distribution (Figure 1B). The assumption is that this distribution represents the contributions of biological and technical variability and that the magnitude of the technical variability is represented by the left half of the curve, which is Gaussian. The last portion of the frequency histogram of relative standard deviation frequency fitted a normal distribution with a mean of 0.065 and SD_noise _of 0.015. Thus, the microarray is highly reproducible with an average relative standard deviation of only 6.5% and with 90% of measurements being within 9.5% assuming only technical variation. This value agreed closely with the relative standard deviations of probes that were replicated on the array. 

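A normal curve fitted to the left part of the histogram of relative SD, in bins of 0.005, had its mode at 0.128 and an SD of 0.0370. EID1, a regulator of the cell cycle, had a relative SD of 0.0738 and CRYAB, a small heat shock protein, of 0.127, so both lay at or under this mode. When relative SD was taken on log values floored at a level of 1, the mode was 0.0623 and the SD 0.0242.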

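Spots with the same accession on 1 array differed more than most genes did over time, although the files do not show whether all of them hold the same oligonucleotide. LDHA, the A subunit of lactate dehydrogenase, was spotted 17 times; 9 of its spots had levels over 10 on every array, while 6 read like the spots left out of the authors' table. Of the 83 probes spotted more than 1 time, 11 were spotted 17 times and 71 were spotted 2 times. Between 25 and 29 of them were expressed on an array, and their relative SD between spots had a median of 0.673 (from 0.619 to 0.759 over the 8 arrays). Without the spots that read like the left-out ones it was 0.519.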

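Genes above the threshold of mode plus 3 SD, here a relative SD of 0.239, included EGR1, an immediate early transcription factor (0.729), the tyrosine kinase gene SRC (0.907) and SLC7A5, a transporter of large neutral amino acids (0.398). They numbered 3299, or 40.6% of the expressed probes. Most were weakly expressed: their median level was 2.73, and 1942 of them (58.9%) had a median under 3. Of the probes with a median level of 10 or more, 101 (10.7%) were above the threshold. With mode and SD fitted anew on probes expressed at all 8 time points, 493 were above mode plus 3 SD. On log values floored at 3, also with a new fit, the number was 417. The paper's text does not name the scale of its relative SD, so the 3299 may rest on a different measure. With the SD of log10 values of the authors' deposited table, taken by spot, 1394 spots were above a threshold of 0.15. That measure was chosen after the values were seen.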

Using a value of 3 × SD_noise _to identify a threshold above which variation is identified as arising from biological sources, 1409 genes were identified as being hypervariable, that is in expressing variability above that due to technical reasons. 

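The 4823 probes under the threshold had a median level of 5.27. Among them were RPS6, a protein of the small ribosomal subunit, with levels between 53.8 and 70.7, the chloride channel gene CLIC1 between 14.5 and 18.3, and ADK, adenosine kinase, between 11.0 and 16.3. NUP62, a nucleoporin, ranged from 11.8 at 0 h to 18.1 at 4 h.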

The remaining 8142 genes are assumed to express only technical variation and therefore are constant in expression biologically. Reasoning that to identify the underlying pathways that are altered by infection a smaller number of "beacon" genes would suffice and simplify the pathway analysis (which can only construct pathways or networks out of 35 genes), a set of VHV genes was delineated by setting the threshold to 0.2. This is more than 13 times SD_noise_, so the probability that these genes would be identified by chance is p < 0.1129 × 10^-20 ^without correction for multiple comparisons.

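Of the 239 genes in the paper's list of VHV genes, 190 were counted as matched to a probe, and 184 of these were expressed. ABCA1, PTPRN2, EEF1A1 and ST3GAL1, found by symbol on probes of another accession than the listed one, are not among the 190. A relative SD of 0.2 or more was found for 183 of them, among them the epidermal growth factor receptor family gene ERBB3 (0.714) and the mitotic checkpoint gene MAD1L1 (0.788). Over all expressed probes, 4257 reached 0.2 when relative SD was taken on the levels. The paper's text does not name its scale, so this count and the paper's 239 may rest on different measures. With the SD of log10 values of the authors' deposited table, taken by spot, 370 spots reached 0.2. That measure was chosen after the values were seen. The listed genes had a median level of 2.54, and 121 of the matched ones had a median under 3. On log values floored at 3, 406 probes reached 0.2; without the log, 800 of the probes expressed at all 8 time points did so.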

### Very Hypervariable (VHV) genes show unique clustering at different time points

The characteristics of the 239 VHV genes are listed in Additional file 2 sorted by clusters. 

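In the 6 up-regulated clusters most matched genes had their largest deviation from their own median at the time of the cluster: 15 of 16 in cluster 1 (at 0 or 0.5 h), 11 of 12 in cluster 2, 19 of 25 in cluster 3, 14 of 14 in cluster 5, 13 of 13 in cluster 7 and 13 of 14 in cluster 8. In the 4 down-regulated clusters this held for 3 of 33 genes in cluster 4, 8 of 30 in cluster 6, 0 of 13 in cluster 9 and 0 of 20 in cluster 10, whose median levels were under 3 over time. With values floored at 1 in place of 3, the same counts were 24, 23, 7 and 11. The clusters were formed by the paper on these arrays, so the counts are not independent evidence of the directions. The paper's table places cluster 1 at 0.5 h, but some of its genes, among them TMTC4 and CPM, were highest at 0 h. A probe is called bright on 1 array only when its level there is at least 10 and at least 4 times its next highest level, with levels under 3 set to 3. There were 110 such probes, and they held 40 of the 94 matched genes of the up-regulated clusters.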

K-means clustering yielded 10 distinct clusters, with up- or/and down-regulated profiles at different time points (Figure 2A). For an enhanced version of this figure with legible gene names refer to Additional file 3. One result of clustering the VHV genes as opposed to the entire set of HV genes is that the heatmaps are sharpened. 

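Each up-regulated cluster holds genes that were far higher on 1 array than on the other 7. PTCRA, a chain of the pre-T-cell receptor, had a level of 51.7 at 0.5 h, and ROCK2, a kinase that acts on actomyosin, 38.5 at 1 h. FAS, a death receptor, had 228 at 1.5 h, and RRS1, a ribosome assembly factor, 309 at 4 h. BMPR2, a receptor for bone morphogenetic proteins, had 266 at 6 h, and KCNJ5, a potassium channel gene, 279 at 8 h. All 6 probes were bright on 1 array only, as defined for the clusters. Of the 389 probes called changed, 294 were higher on 1 array and 11 on 2 or more, while 87 were lower on 1 array and 3 on 2 or more. The genes of the bright probes have 29 other probes, 13 of them expressed, and 0 of the 29 were 2-fold higher on the array of the bright spot. The bright probes had a median level of 46.5 on the bright array and 1.24 on the others.

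**Figure D1:**
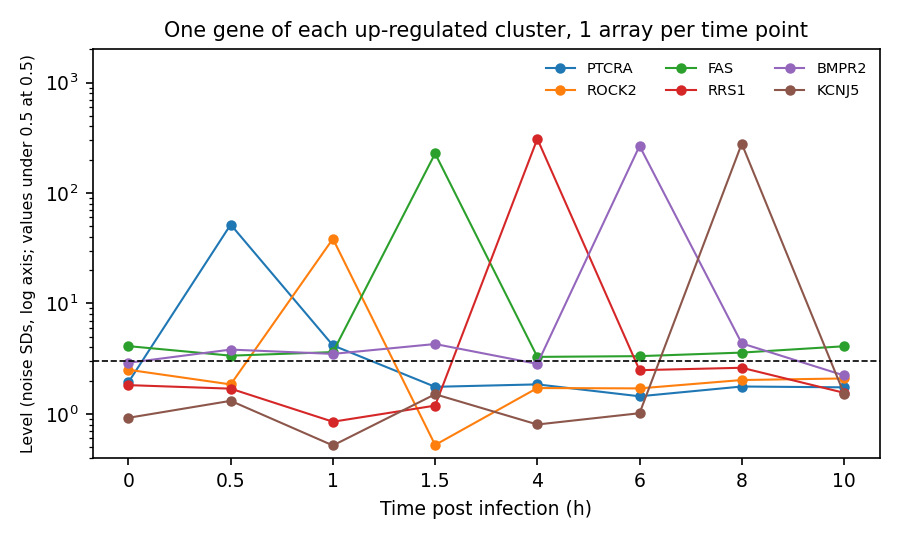
Level in noise SDs (log axis, values under 0.5 drawn at 0.5) against time post infection in hours for 1 gene of each up-regulated cluster, with 1 array per time point and a dashed line at 3. Each gene peaks on 1 array, from 38.5 for ROCK2 to 309 for RRS1, and lies under 5 on the others.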

The clustering clearly is driven mostly by either an increase or a decrease in expression at a single time point. However, a more familiar pattern is observed when the entire 1409 HV genes are clustered. This is illustrated in Figure 3A, which shows the cluster equivalent to cluster 1 in Fig. 2A, but derived from the complete set of HV genes. Clusters 1 and 2 in Figure 2A are a subset of the cluster shown in Figure 3A, and a more smeared picture of down regulation of expression over the early time points is seen. The clusters can be divided into three major groups by time. The early response group, comprised of cluster 1–3, represented genes whose expression changed during 0–1.5 hours post-infection. 

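Immediate early genes stood high from 0.5 to 1.5 h. DUSP1, a phosphatase that limits MAP kinase signaling, was 7.94 at 0 h, 16.1 at 0.5 h and 16.3 at 1 h. The AP-1 genes JUNB and FOS went from 5.66 and 0 at 0 h to 12.1 and 7.96 at 0.5 h, and CCN1, a matricellular gene induced by growth factors, from 5.29 at 0 h to 14.8 at 1.5 h. The 13 expressed genes of the list had a median log2 deviation of 0.17 at 0.5 h, 0.12 at 1 h and 0.16 at 1.5 h, at percentiles 99.63, 99.78 and 99.59 of 10000 random lists of like expression. At 1 h it was 0.04 in the authors' deposited value table and with the printing blocks set to one median, and at 1.5 h it was 0.01 with median scaling, all under the 95th percentile. Over all expressed probes, 40, 32, 33 and 46 were higher at 0, 0.5, 1 and 1.5 h and 2, 1, 5 and 19 were lower.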

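At 4 h 53 probes were called lower and 46 higher, and at 6 h 5 lower and 36 higher. The count of lower probes was larger at 4 h than on the other arrays with the median over time as reference and values floored at 3, but not against the 0 h array, where 161 were lower at 1.5 h and 147 at 4 h. The 1.5 h array had dim printing blocks, the lowest with a median log2 deviation of -0.471. SLC1A5, a glutamine transporter, was 4.92 at 4 h and 6.25 at 6 h, against a median of 12.9, and MTHFD2, a mitochondrial folate enzyme, was 4.95 and 5.24 against 10.6. CALR, a chaperone of the endoplasmic reticulum, was 3.67 at 4 h against 11.8. Among genes higher at 4 h, KTI12, an elongator-associated factor, was 42.6 against 3.48. CALR and 29 other genes among the 53, 30 in all, were printed in the last row of printing blocks, where detected spots had a median log2 deviation of -0.412 at 4 h; with each block set to the same median, 31 probes were lower, CALR among them with a log2 deviation of -1.41.

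**Figure D2:**
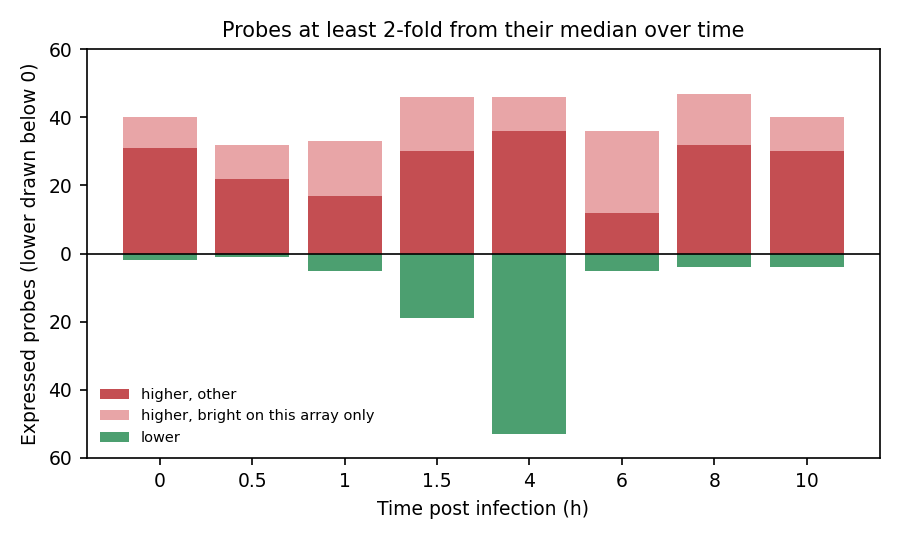
Number of expressed probes at least 2-fold higher (bars upward) or lower (bars drawn below 0) than their own median over time, against time post infection in hours. The light part of each upward bar counts probes bright on that array only, from 9 at 0 h to 24 at 6 h, and the downward bar at 4 h counts 53 probes.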

The middle response group, containing clusters 4 through 7, represented an intermediate cascade of events during 4–6 hours post infection. 

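At 8 and 10 h, 47 and 40 probes were called higher and 4 and 4 were called lower. Heat shock genes were low at 10 h, as at 1 h, and high at 6 h: HSPA8, a constitutive chaperone, was 17.2 at 10 h against a median of 33.4, and DNAJB1, its co-chaperone, was 17.2 against 22.1. The 11 expressed heat shock genes had a median log2 deviation of -0.20 at 10 h, -0.15 at 1 h and 0.23 at 6 h, at percentiles 0.13, 0.49 and 99.93 of random lists; the 1 h value was over the 5th percentile with the printing blocks set to one median. CDC20, an activator of the anaphase-promoting complex, was 44.5 at 10 h against 18.5. MYCN was 207 at 8 h on a probe bright on that array only.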

The late response group of clusters 8–10 showed responses at 8–10 hours post infection.

**Figure 2:**
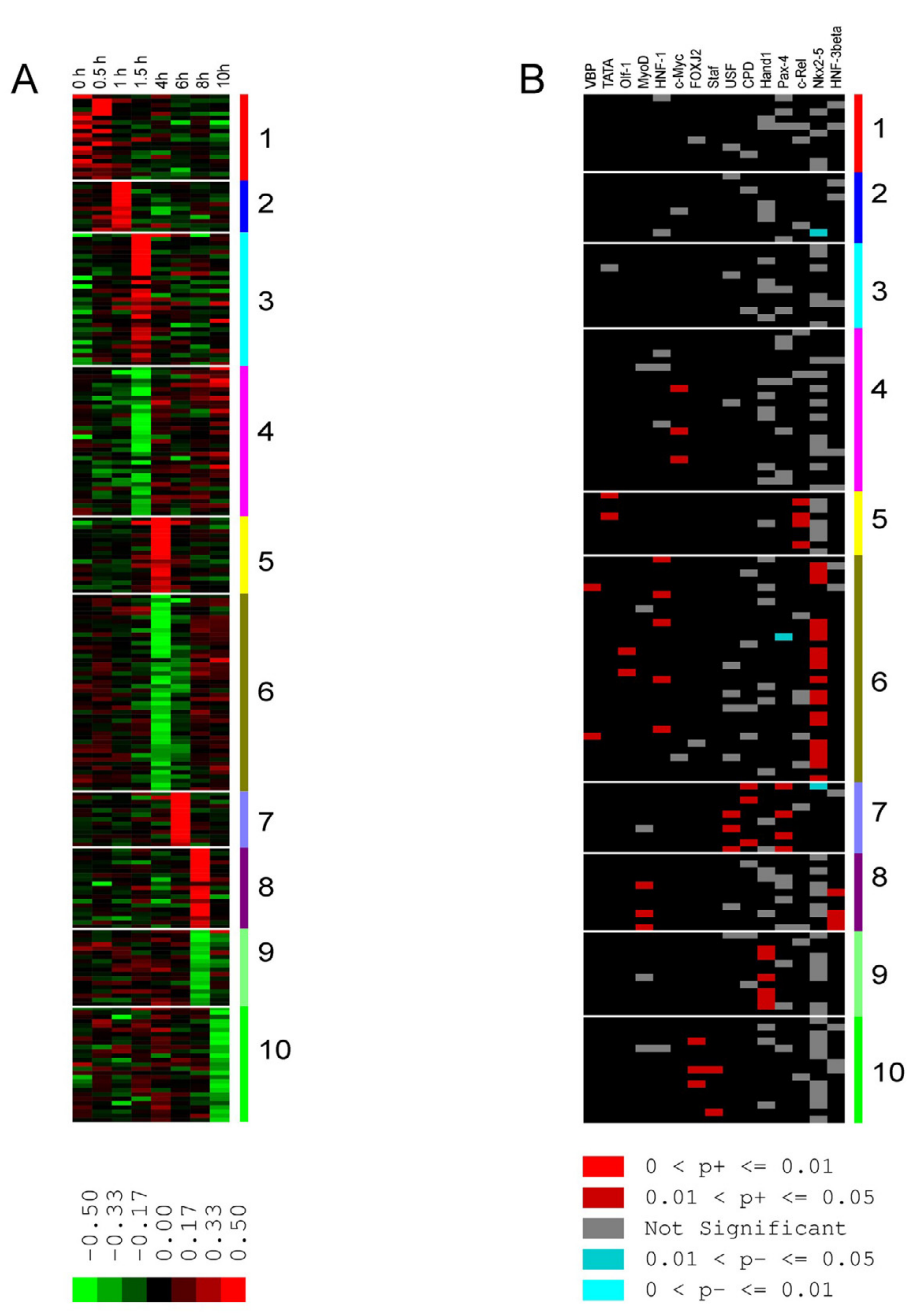
**K-means and PAINT clustering of VHV genes over the time course of infection**. A) Map of up- and down-regulated gene clusters assembled from 239 VHV genes. Red/Green mark increase/decrease in relative gene expression level referenced to the median of the gene over time, respectively. B) Common TREs for given clusters. Color bars at right represent different gene clusters. Red indicates genes sharing overrepresented (p < 0.05) TREs, grey/blue mark genes with not significantly overrepresented/underrepresented TREs, respectively. A larger version complete with gene names is provided in the Additional file 3. A schematic diagram of the significant functions identified by IPA can be found in Figure 5.

**Figure 3:**
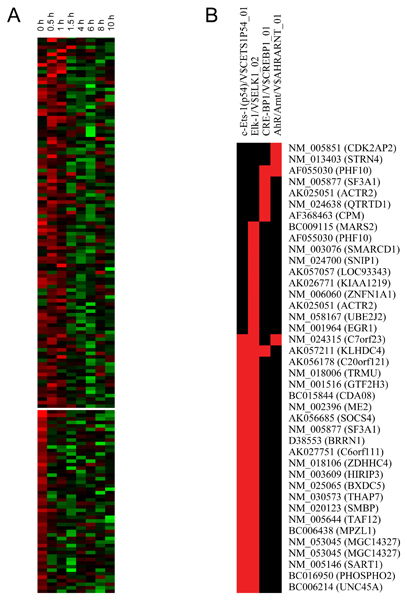
**K-means and PAINT clustering in expanded early response HV genes**. A) K-means clustering of 140 and 52 genes upregulated early and dropped afterwards. B) Common TREs for those genes, filtered by p < 0.05 and FDR < 0.3.

Genes with similar expression profiles are assumed to share functional connections. Finding properties other than expression profile shared by a gene cluster increases the confidence that the clustering actually reflects a functional, biological connection. Because co-regulation by common transcriptional regulatory elements (TREs) represent a major mechanism for regulation of gene expression, the finding that particular TREs are statistically over-represented in a gene cluster suggests that the TRE could drive the observed clustering. Figure 2B shows the map of TREs by clusters as identified by the Promoter Analysis and Interaction Network Toolbox (PAINT). While several clusters showed significant over-representation of one or two TREs, which suggests they may play a role in organizing the clusters, other clusters, particularly the early ones, do not show any over-representation of TREs derived from the set of VHV genes. A second means for examining the biological significance of clustering was to determine whether genes forming clusters also could be organized into plausible networks. This analysis was performed with Ingenuity^© ^Pathway Analysis (IPA), a network-identifying tool that is based upon human curated literature.

### Early immune, cytoskeletal and estrogen receptor responses immediately following Enterococcus infection

The early response group represents genes that spiked at early time points (0–1.5 hours post infection) or dropped immediately following the infection. 

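Several genes stood high on the 0 h array and low from 0.5 h on. TMTC4, a transmembrane mannosyltransferase, was 278 at 0 h and between 6.82 and 16.6 afterwards, on a probe bright on that array only. CPM, carboxypeptidase M, was 9.42 at 0 h and at most 2.50 afterwards, and TPPP3, a tubulin polymerization protein, was 10.0 at 0 h and at most 2.19 afterwards. Others stood high at 0.5 h: PHOSPHO2, a phosphatase, was 9.74, against 2.10 at 0 h, and GALNT10, which starts O-linked glycosylation, was 23.7, against 4.89, on a bright probe. Of the 16 matched genes of cluster 1, 13 were called higher at 0 or 0.5 h and 5 were on bright probes.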

Neither IPA nor PAINT analyses identified any significant ontologies or TREs for the VHV genes (Table 1). However, several pathways were identified by IPA in these very early responses from the VHV genes. Included are early immune cell response (*PTCRA*, *PPIB*), immune response via *IL-2 *(*DGKE*) and *NF-κB *(*H2AFY2*, *PIP5K1A*) pathways. 

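All 5 of these genes were measured and reached a level of 3, and 4 were called higher at 0 or 0.5 h. The log2 deviation of PTCRA at 0.5 h was 4.11, and that of MACROH2A2 (H2AFY2), a histone variant, was 3.46 with a level of 33.1; both probes were bright on that array only. PIP5K1A, which makes phosphatidylinositol 4,5-bisphosphate, was already 6.75 at 0 h, then 19.8 at 0.5 h and 6.00 at 4 h, with 2.95 at 1 h. DGKE, a diacylglycerol kinase, was 14.5 at 0 h and 3.61 at 0.5 h. PPIB, a cyclophilin of the endoplasmic reticulum, was not called: it was 4.03 at 0.5 h and 3.80 at 4 h.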

Among the induced cytokine genes was *TNF*, not identified as being hypervariable but present here as a driving force for a network of genes up-regulated 1.5 hours post infection as suggested by IPA. 

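TNF had levels between 0.950 and 1.76 and reached 3 on none of the 8 arrays. It did so on 2 arrays in the authors' deposited value table, where 3 stands for a lower intensity. Other cytokine and NF-κB target genes stood high at 1.5 h. TNFAIP3, an inhibitor of NF-κB signaling, was 13.2 at 1.5 h against 6.62 at 0 h, the cytokine gene IL1A 11.2 against 6.78, and the chemokine gene CXCL10 10.0 against 7.24. The 15 expressed genes of the list had a median log2 deviation of 0.30 at 1.5 h, higher than all 10000 random lists. With the printing blocks set to one median it was 0.14.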

*IL2 *and *TNF *are both hallmarks of *NF-κB *activation. Inhibition of immune response was also suggested. *PIP5K1A *plays role in cyclosporine A-mediated immunosuppression and, as well as *PPIB*, in phosphoinositol activity. Cell cycle regulation (*MAD1L*) and actin-related cytoskeleton remodeling linked to *Rac *(*PIP5K1A*, *ACTR2*, *TEKT1*) were also observed. 

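MAD1L1, a component of the mitotic checkpoint, was 6.30 at 0 h and at most 2.54 afterwards. TEKT1, a tektin of ciliary microtubules, was 95.8 at 0.5 h on a probe bright on that array only, and between 5.37 and 7.84 on the others. ACTR2 was not matched to a probe by symbol. The 26 expressed genes of the actin list did not stand high early: their median log2 deviation was -0.04 at 0.5 h (percentile 1.08 of random lists) and 0.11 at 8 h (percentile 99.24). The 0.5 h value was within the 5th to 95th percentiles with quantile normalization. Of its strongly expressed members, CFL1, an actin-severing factor, was between 105 and 130.5.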

The networks found for all clusters are shown in Additional files 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, 15. Additional file 16 contains the legends for the IPA generated networks.

**Table 1:** Genes from each cluster assembled in networks and their top functions/canonical pathways. Gene names in bold are "focus genes" identified as VHV and served to identify key elements in hypothetical networks constructed by IPA. Statistically significant top functions and canonical pathways are identified by IPA. Hypothetical networks identified by IPA as being potentially present were pruned to remove genes that were not identified as being expressed.

**Cluster**	**Gene names**	**Network's top functions**	**Canonical pathways**
#1 0.5 hours post infection, up	***ACTR2*, *C12orf23*, *CGI-38*, *CPM*, *DGKE*, *FLJ22471*, *GALNT10*, *H2AFY2*, *LOC197350*, *LRRC51*, *MAD1L1*, *PHOSPHO2*, *PIP5K1A*, *PPIB*, *PTCRA*, *PTPRN2*, *TEKT1*, *TMTC4***, *,* No significant networks assembled	Cell Cycle, Cell Death, Cell-to Cell Signaling and Interaction, Immune and Lymphatic System Development and Function	O-glycan biosynthesis, Phospholipid Degradation, Inositol Phosphate Metabolism, Glycerophospholipid Metabolism, Glycerolipid Metabolism
#2 1 hours post infection, up	*ACP1*, *AKT2*, *BBC3*, *CD19*, *CHGA*, *CKM*, *CSDA*, *CTSD*, *DDX5*, *EEF2*, ***EGR1***, *GTF2I*, *HAS2*, *HOXA5*, *IER3*, *IGF1*, *MYC*, *PGK1*, ***PRDM1***, *PRNP*, ***ROCK2***, *RPS6*, ***SRC***, *TLN1*	Cellular Growth and Proliferation, Cellular Development, Cell Death, Cell-to-Cell Signaling and Interaction, Tissue Development	Neuregulin Signaling, Ephrin Receptor Signaling, Wnt/β-catenin Signaling, PDGF Signaling, Integrin Signaling, ERK/MAPK Signaling, B Cell Receptor Signaling
#3 1.5 hours post infection, up	*ADK*, ***APBB1***, ***BTN3A3***, *CHST2*, *CLIC1*, ***EB-1***, *EI24*, *ENAH*, *F2*, ***FARS2*, *FAS***, *FOS*, ***GNPAT*, *GRB7*, *IL2RA*, *KAL1*, *NDRG1***, *PDRG1*, ***PRKAB2***, *SMARCB1*, ***TCF3***, *TNF*, *TP53*, *TP73L*, *TWIST2*, ***VASP***	Cellular Movement, Organismal Survival, Connective Tissue Development and Function, Cell Cycle	Apoptosis signaling, Wnt/β-catenin Signaling, PPAR Signaling, p38 MAPK Signaling, Integrin Signaling, IL-6,-2,-10 Signaling, Death Receptor Signaling
#4 1.5 hours post infection, down	*AATF*, *AKT3*, ***ARNTL*, *CENPF*, *COL18A1***, *CREG1*, *CRI1*, ***CTDSPL***, *E2F1*, *E4F1*, *EP300*, ***FEZ1***, *HIF1AN*, ***KCNJ1***, *KLF5*, ***POLR2F*, *PPT2***, *PRKCZ*, *RB1*, *RBBP9*, ***SLC29A2***, *SRC*, ***STAT5B***, *TBP*, *UMPS*, ***ZBTB16***	Cellular Growth and Proliferation, Gene Expression, Cellular Development, Cell Death, Cell Cycle	Estrogen Receptor Signaling, NF-κB Signaling, Neuregulin Signaling, Xenobiotic Metabolism Signaling, Wnt/β-catenin Signaling, Pyrimidine Metabolism, PTEN Signaling, PPAR Signaling, Jak/Stat Signaling, Integrin Signaling, IL-2 Signaling
#5 4 hours post infection, up	***ABCA1***, *ALPP*, *C7*, *CCNG2*, *ENPP1*, ***ERBB3***, *F3*, *FLOT1*, *FPRL1*, *G6PD*, *IL1B*, *KLF10*, ***KRT17***, *MEFV*, *NAB2*, *PCSK1*, ***PTX3*, *RRS1***, *S100A6*, *SERPINH1*, *SLC20A1*, *TGFB1*, *THBD*, *TNFAIP2*	Cellular Growth and Proliferation, Hematological Disease, Cellular Movement, Organismal Development, Cell-to Cell Signaling and Interaction	Complement and Coagulation Cascades, p38 MAPK Signaling, Xenobiotic Metabolism Signaling, Wnt/β-catenin Signaling, TGF-β Signaling, Starch and Sucrose Metabolism, Riboflavin Metabolism, Purine Metabolism, PPAR Signaling
#6 4 hours post infection, down	***ARL3***, *CASP14*, ***FCER1A***, *FOXC1*, *G0S2*, *HOXA9*, *KIF3C*, *KPNA3*,***MLL***, *NDUFS4*, ***NDUFV2*, *PEX14*, *RANBP9*, *RBL1***, *RFP*, *SERPINB10*, ***SERPINC1*, *SERPINE1*, *SLC34A1***, *SLC7A1*, ***SMYD3***, *TFE3*, *TGFB1*, *TNF*, *WWOX*	Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function, Immune and Lymphatic System Development and Function	Ubiquinone Biosynthesis, TGF-β Signaling, p38 MAPK Signaling, Oxidative Phosphorylation, Complement and Coagulation Cascades, Cell Cycle G1/S Checkpoint Regulation, Xenobiotic Metabolism Signaling, Wnt/β-catenin Signaling, PPAR Signaling
#7 6 hours post infection, up	*P29*, *CIRH1A*, *KIF1B*, *GPR51*, *GPS1*, *BMPR2*, THBD*,* No significant networks assembled	Cell Morphology, Cardiovascular Disease, Genetic Disorder, Nervous System Development and Function, Organ Morphology	Pentose Phosphate Pathway, EGF Signaling, IL-2 Signaling, Jak/Stat Signaling, Fructose and Mannose Metabolism, Galactose Metabolism
#8 8 hours post infection, up	***CCR2***, *CDC45L*, *CRABP2*, ***CSF3R***, *DIO1*, *E2F1*, ***EXOSC9***, *GBP2*, *IL4*, *IL6*, *INDO*, ***KCNJ5***, *KIAA0101*, *MAZ*, ***NR1H4*, *NUP62*, *PFKL***, *POLD1*, *PROS1*, ***RAF1***, *RXRA*, *SP1*, ***THRA***	Gene Expression, Cell Death, Hepatic System Disease, Cellular Function and Maintenance, Cellular Growth and Proliferation	Xenobiotic Metabolism Signaling, IL-10,-6 Signaling, PPAR Signaling, VEGF Signaling, Tryptophan Metabolism, TGF-β Signaling, T Cell Receptor Signaling, Pyrimidine Metabolism
#9 8 hours post infection, down	*ALAD*, *CPT2*, *CPT1A*, *CRYAB*, *EEF2*, *GAS1*, ***GCK***, *GSK3A*, *INSR*, *MNT*, *MXI1*, *MYC*, *NDRG1*, ***ONECUT1***, *PDE3B*, *PKLR*, *PTPN2*, ***PTPRG***, ***RPL5***, *SOCS6*, *SORBS1*, *TAT*, *TUB*	Metabolic Disease, Cell Cycle, Connective Tissue Development and Function, Cellular Growth and Proliferation, Carbohydrate Metabolism	Insulin Receptor Signaling, Wnt/β-catenin Signaling, Purine Metabolism, Glycolysis/Glyconeogenesis, Fatty Acid Metabolism, Tyrosine Metabolism
#10 10 hours post infection, down	*ACTN4*, *ADAM10*, *AIM1*, ***ARID1B***, *COL2A1*, *CTNNB1*, ***CTNNBIP1***, *CTSH*, *FZD8*, *IHH*, ***LFNG***, ***MMP2***, *NOTCH1*, *NRP2*, ***PIN1***, ***SFTPB***, *SLC26A2*, *SMARCA4*, ***SOCS1, STXBP3***	Organismal Development, Embryonic Development, Tissue Development, Cellular Development	Wnt/β-catenin Signaling, NOTCH Signaling, VEGF Signaling, Purine Metabolism, PI3K/AKT Signaling, Jak/Stat Signaling, Interferon Signaling, Integrin Signaling, IL-6,-4,-2 Signaling

Because so many of the VHV genes in the early time points were poorly annotated, our assumption that the statistically valid and biologically relevant networks could be identified from the ontologies and TREs of the VHV genes was questionable for the early time points. Moreover, the statistical validity of canonical pathway inclusion was weakened as well. We therefore clustered all 1409 HV genes and identified 192 genes up-regulated at early time points and down-regulated afterwards. 

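Of these 192 genes, 152 could be matched to a probe and 113 of them were expressed; 115 of the matched had a median level under 3. A higher mean over 0 to 1 h than over 1.5 to 10 h was found, with values floored at 3, for 108 of the matched genes. Only the 113 expressed genes could count, since the others stayed at the floor. The number was 151 in the authors' deposited value table. The median difference was 0.168 on the log2 scale, and 33 were called changed at some time. LRRC51, a gene of cluster 1, shows the pattern: it was 7.70, 8.26 and 5.82 at 0, 0.5 and 1 h and between 2.14 and 3.43 from 1.5 h on. The genes were chosen by the paper on these arrays for this pattern.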

A full list of the 192 HV genes in cluster 1 can be found in Additional file 17. Clustering of this expanded set of early response genes is shown in Figure 3A. Out of 192 genes 86 were annotated sufficiently for generating networks. Six networks showed significant overrepresentation of cellular growth and proliferation, immunologic response ontologies, as listed in Additional file 18. Additional canonical pathways emerged as well as additional members in pathways identified from the VHV genes alone. 

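Of the estrogen receptor genes named for the early set, POLR2K, a subunit of RNA polymerase II, was 3.54 at 0 h, 3.01 at 1 h and at most 2.85 later. TAF12, a subunit of TFIID, was 3.06 at 0 h and 3.04 at 8 h, and GTF2H3, a subunit of TFIIH, was at most 1.88. None of the 3 was called changed, and NR0B1 was not matched to a probe. A wider list of 19 measured estrogen receptors, cofactors and general transcription factors, with 11 expressed, had a median log2 deviation of -0.05 at 1 h (percentile 0.26 of random lists) and 0.13 at 8 h (percentile 95.2). In the authors' deposited value table the 1 h value was 0.00.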

Four genes (*GTF2H3*, *NR0B1*, *POLR2K*, *TAF12*) were significantly overrepresented in the estrogen receptor signaling canonical pathway. PAINT analysis identified four significantly overrepresented TREs (*c-Ets-1(p54)*, *Elk-1*, *CRE-BP1*, *AhR/ARNT*) among this expanded set of genes, as shown in Figure 3B. Of these transcription factor genes only *CRE-BP1 *was not expressed above noise level. 

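ELK1, an ETS-family factor activated by MAP kinases, was between 6.00 and 8.69 and reached 3 on all 8 arrays. AHR, the aryl hydrocarbon receptor, reached 3 on 6 arrays with 5.15 at 1 h, and ETS1 on 5 arrays with 4.75 at 8 h. ARNT, the partner of AHR, reached 3 on 2 arrays with at most 3.63, and ATF2 (CRE-BP1) on 1 array with 3.08 at 10 h. None of the 5 was called changed at any time.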

The higher resolution view offered by the expanded HV gene set as well as identification of *Elk-1 *and *Ets-1 *transcription factors support the identification of immune response as an early event.

### Dysregulated signaling during the middle time period

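Over all 8 time points, 320 changes were upward and 93 downward, so 77.5% were upward. NDRG1, a gene induced by stress and hypoxia, was higher at 1.5 h (13.0). UCA1, a long noncoding RNA found in bladder cancer, was lower at 0.5 h, 7.75 against a median of 20.8. S100A6, a calcium-binding protein, stood at 11.5 at 4 h against a median of 5.94, just short of 2-fold. The split depends on how low values are counted. With values floored at 1 there were 903 upward and 1149 downward changes, and against the 0 h array 397 upward and 580 downward.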

While up-regulation of gene expression characterized the early response, the intermediate response (middle response group) contained both up-and down-regulated genes at different time points (Figure 2A). Cluster 2 contained genes up-regulated at 1 hour post infection. IPA assembled one significant ontology with cellular growth and proliferation as the top function. Genes in this cluster are overrepresented in chemokine signaling (*ROCK2*, *SRC*), various complex events, from growth, differentiation (*EGR1*), membrane trafficking and phosphatidylinositol (*PI*) activity (*ZFYVE1*) to immune response via interleukin pathways (*PRDM1*, *TRIM5*). 

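All 6 of these genes were called higher at 1 h. ZFYVE1, a phosphoinositide-binding protein, was 61.7 at 1 h and at most 7.02 otherwise, and TRIM5, a restriction factor, was 30.5 and at most 2.01 otherwise; both probes, like that of ROCK2, were bright on this array only. SRC was 12.5 at 1 h and at most 4.36 otherwise. EGR1 was 3.26 at 0 h, 7.25 at 0.5 h and 8.84 at 1 h, and then 2.18 at 1.5 h. PRDM1, a transcriptional repressor of lymphoid and epithelial differentiation, was 4.85 at 0.5 h, 7.68 at 1 h and 1.17 at 1.5 h.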

*SRC *and *EGR1 *regulate *MYC *transcription factor (TF), which played an essential role in the subsequent time period. Part of the *NF-κB *signaling pathway is still seen at this time point where *IKIP *(*IKK *interacting protein) is up-regulated. 

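IKBIP (IKIP) was 117 at 1 h, and between 2.48 and 3.78 on the other arrays, on a probe bright on this array only. NFKBIA, the inhibitor of NF-κB that is itself an NF-κB target, was 12.3 at 0.5 h, 20.8 at 1 h and 23.2 at 1.5 h, against 18.1 at 0 h.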

Protein ubiquitination genes (*TRIM5*, *UBE2J2*) were also noted.

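UBE2J2, a ubiquitin-conjugating enzyme of the endoplasmic reticulum, was 32.2 at 1 h and at most 3.09 on the other arrays. Its probe was also bright on 1 array only. PSMD6, a subunit of the proteasome, was 91.1 at 1 h on another such probe, with a median of 0.822.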

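At 1.5 h TAC1, the precursor of substance P, was 1389.5 and MUC7, a salivary mucin, 217, both on probes bright on this array only. Of the 25 matched genes of cluster 3, 14 were called higher at 1.5 h, and of the 33 matched genes of cluster 4, 1 was called lower. The median level of the cluster 4 genes was 2.47 over time and 0.425 at 1.5 h, so most of these differences lie under the floor of 3. VASP, an actin-binding protein of cluster 3, was 20.5 at 1.5 h and between 1.47 and 5.45 on the others.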

At 1.5 hours post infection time point there are two sets of genes, clusters 3 and 4 containing up- and down-regulated genes, respectively. While no significant transcription factors could be identified driving genes in cluster 3, IPA built one network with genes responsible for cell death (*FAS*, *IL2RA*, *TCF3*), cell cycle progression/arrest (*TCF3*, *APBB1*) (Table 1). 

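Of these 4 genes, 2 were called higher at 1.5 h. IL2RA had its highest levels at 1.5 and 4 h (350.2 at 4 h), after 38.0 at 0.5 h and 30.0 at 1 h, and was 8.31 at 8 h. FAS had a log2 deviation of 5.98 at 1.5 h, on a probe bright on this array only. APBB1, an adaptor of the amyloid precursor protein, was 4.51 at 1.5 h and 3.65 at 1 h, without reaching 2-fold. TCF3, an E-protein transcription factor, had its highest level at 1.5 h, 2.61, and reached 3 on none of the arrays. It did so on 6 arrays in the authors' deposited value table.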

Most of the genes in this cluster are regulated by various interleukin signaling pathways. Down-regulated genes in cluster 4 were driven by the *c-MYC *transcription factor, and the majority were assembled into one network with cell cycle, cancer and cell morphology as the top functions. 

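STAT5B, a transcription factor of cytokine signaling, was called lower at 1.5 h: it was 1.29 there, against a median of 6.19, with a log2 deviation of -1.05. COL18A1, the collagen from which endostatin is cut, was 0.250 at 1.5 h and 4.00 at 0 h. CTDSPL, a phosphatase, was 0.494 at 1.5 h and 6.49 at 10 h, and POLR2F, a subunit of RNA polymerases, was 0.337 and 3.79 at 1.5 and 4 h. ZBTB16, a transcriptional repressor, was 0.889 at 1.5 h and 4.52 at 4 h. These 4 had medians under 3 and were not called lower.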

Genes labeled by IPA as being cancer related (*COL18A1*, *STAT5B*, *CTDSPL*) were also involved with infection as were genes involved in apoptosis and growth (*CTDSPL*, *POLR2F*, *ZBTB16*). Solute carrier family genes (*SLC29A2*, *SLC35B3*) were down-regulated at this and the subsequent time points. 

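SLC29A2, a nucleoside transporter, was 0.151 at 1.5 h, 2.29 at 4 h and 3.75 at 10 h. SLC35B3, a transporter of sulfate donors into the Golgi, was 0.422 at 1.5 h, 1.51 at 4 h, 4.07 at 6 h and 6.06 at 10 h. Neither could be called lower with values floored at 3, since their medians were 1.98 and 1.77.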

The high prevalence of various transcription factors at this time point should be noted (*ARNTL*, *E2F1*, *TCF3*, *STAT5B*, *ZBTB16*). Additionally, most of the genes identified by IPA as key players, such as *FOS*, *EP300*, *RB1*, *TP53*, *TP73L*, interacting with "beacon" genes were, in fact, expressed but not VHV, thereby supporting the networks assembled by IPA.

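BMAL1 (ARNTL), a circadian factor, was 1.15 at 1.5 h and 5.53 at 4 h, and reached 3 on 3 arrays. E2F1, a driver of entry into S phase, was 0.532 at 1.5 h and at most 2.31, so like TCF3 it stayed under 3 on all 8 arrays. E2F1 reached 3 on 1 array in the authors' deposited value table. STAT5B was the 1 gene of these 5 that was called lower at 1.5 h. The others had medians under 3 and could not be called lower.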

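FOS was read at 0.5 and 1 h (3.28 at 1 h) and was under 3 on the other 6 arrays. EP300, a histone acetyltransferase, reached 3 on 6 arrays with at most 4.97, and RB1, the retinoblastoma gene, on 4 arrays with at most 3.78.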

Clusters 5 and 6 represented genes up- and down-regulated at 4 hours post infection. 

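All 14 genes of cluster 5 counted as matched had their largest deviation at 4 h, and 13 were called higher. Of them, 4 were on probes bright on that array only. ABCA1, read on a probe other than the listed one, was not counted, and its largest deviation was at 1 h. Of the 30 matched genes of cluster 6, 4 were called lower at 4 h. RANBP9, a scaffold protein of cluster 6, was 0.763 at 4 h against 6.09 at 0.5 h, and FCER1A, a chain of the IgE receptor, was 0.734 against 5.06 at 1 h. The genes of cluster 6 had a median level of 2.95 over time and 0.755 at 4 h.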

Up-regulation of carbohydrate metabolism and small molecule biochemistry were the top functions of the network in cluster 5 while down-regulation of amino acid metabolism, molecular transport and small molecule biochemistry represented two networks in cluster 6 (Table 1). While several genes in cluster 5 are responsive to various interleukins (*ABCA1*, *PTX3*, *RRS1*, *ERBB3*) they also are involved in ATP cycle and lipid metabolism. 

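RRS1 had a log2 deviation of 6.69 at 4 h, on a probe bright on this array only, and was under 3 on the other arrays. PTX3, a pentraxin of innate immunity, was 6.24 at 4 h and 4.37 at 1.5 h, and ERBB3 was 6.03 at 4 h and at most 2.73 otherwise. Both were called higher at 4 h. ABCA1, which exports cholesterol, was read on another probe than the one the paper lists and was not called: it was 2.38 at 4 h and 3.87 at 1 h.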

Several genes (*ABCA1*, *ERBB3*, *PTX3*, *GRP132*) are also involved in cell morphology (cell spreading, transformation) and cellular assembly and organization. 

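GPR132 (GRP132), a G protein-coupled receptor, was 14.3 at 4 h and between 3.06 and 4.17 on the other arrays, and was called higher. ALPP, placental alkaline phosphatase, was 10.6 at 4 h with a log2 deviation of 0.94, just short of 2-fold.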

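AARS1 (AARS), alanyl-tRNA synthetase, was 7.62 at 0.5 h, 1.89 at 4 h, 0.663 at 6 h and 7.52 at 10 h. RANBP1, a cofactor of the Ran GTPase, was 8.11 at 4 h and lowest at 1.5 h with 5.75, and ARL3, a GTPase of ciliary transport, was 6.55 at 0 h and 1.78 at 4 h. G0S2, an inhibitor of lipolysis, was 1.19 at 4 h and 5.47 at 8 h, and RBL1, a relative of the retinoblastoma protein, was 0.504 at 4 h and 4.07 at 8 h. None of the 5 measured genes of the nucleotide group and none of the 7 measured genes of the apoptosis group was called lower at 4 h. Of all these genes only RANBP1, with a median of 8.57, could be called lower with values floored at 3. The other medians were at most 4.89, for AARS1, so the call does not tell whether those genes fell. In the first group 1 gene and in the second 3 stayed under 3 on all arrays.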

Down-regulated genes in two networks in cluster 6 relate to ATP-ADP-GTP cycle (*ARL3*, *AARS*, *RANBP1*, *EEF1A1*, *DPM1 *etc.), apoptosis and cell cycle regulation (*RBL1*, *RAF1*, *MLL*, *WWOX*, *SERPINC1*, *SERPINE1*, *GOS2*, *TMPO*, *TNC*). Down-regulated *SERPINC1* and *SERPINE1 *were parts of interleukin signaling, the former regulated *IL6 *and the latter regulated by *IL1B*. 

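SLC7A5 was 32.7 at 0 h, 47.1 at 0.5 h, 8.91 at 4 h, 23.5 at 6 h and 51.0 at 10 h, with a log2 deviation of -1.91 at 4 h. SLC34A1, a sodium-dependent phosphate transporter, was 18.9 at 1.5 h and 1.82 at 4 h. Both were called lower at 4 h, and with the printing blocks set to one median their log2 deviations were -1.97 and -1.15. SLC1A5, MTHFD2 and AARS1, which also serve amino acid and one-carbon metabolism, were likewise lowest at 4 or 6 h; of the 4, AARS1 was printed in the last row of blocks.

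**Figure D3:**
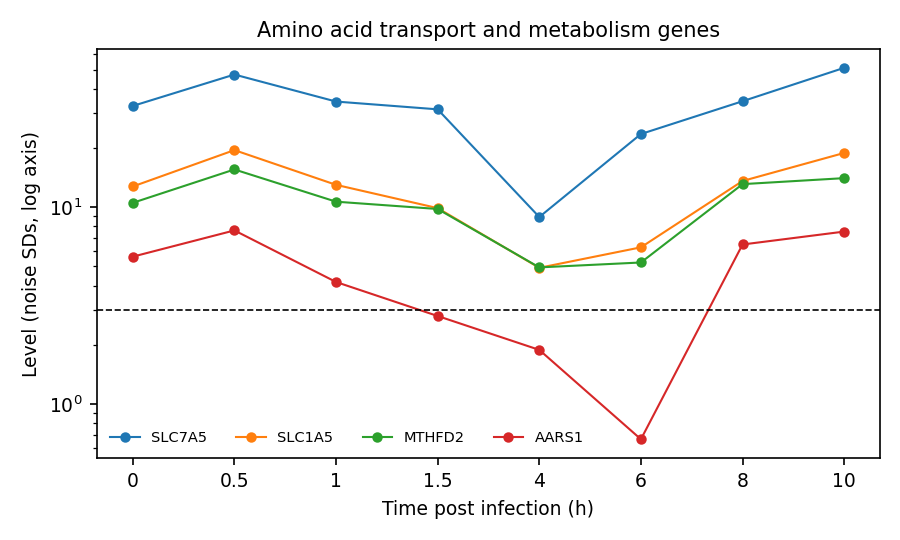
Level in noise SDs (log axis) of SLC7A5, SLC1A5, MTHFD2 and AARS1 against time post infection in hours, with 1 array per time point and a dashed line at 3. All 4 are lowest at 4 or 6 h and stand at 6.46 to 34.5 again at 8 h.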

Another solute carrier family of genes (*SLC34A1*, *SLC7A5*) was down-regulated. The network forms a convincing picture organizing different subcellular locations including endoplasmic reticulum and the Golgi apparatus with functions such as protein glycosylation (*DPM1*, *SLC34A1*, *MGAT2*, *ST3GAL1*). Likewise, signaling through several transcription/translation regulators (*MLL*, *EEF1A1*, *SHANK3*) was identified. 

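MGAT2, an enzyme of N-glycan synthesis, was 1.31 at 4 h, 8.19 at 0.5 h and 7.81 at 8 h. DPM1, which makes dolichol phosphate mannose, was 4.14 at 1 h, 0.667 at 1.5 h and 0.882 at 4 h. SLC34A1 was the 1 gene of the 4 called lower at this time. MGAT2 and DPM1, with medians of 5.12 and 2.66, could not be called lower with values floored at 3. The log2 deviation of -0.75 of MGAT2 at 4 h was set by this floor. The probe matched to ST3GAL1, a sialyltransferase, which is not the one the paper lists, read 0 on all 8 arrays.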

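SHANK3, a scaffold protein, was 8.46 at 0 h, 1.89 at 4 h and 2.06 at 6 h. KMT2A (MLL), a histone methyltransferase, was 0.227 at 4 h and at most 2.74, and EEF1A1, a translation elongation factor, was at most 0.537. The latter pair stayed under 3 on all 8 arrays, EEF1A1 on another probe than the one the paper lists. In the authors' deposited value table KMT2A reached 3 on 5 arrays and EEF1A1 on 0. None of the 3 could be called lower with values floored at 3, since even SHANK3 had a median of only 4.76.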

Interestingly transcription factors identified as over-represented TREs, namely *c-Rel *(cluster 5) and *NKX2-5*, *HNF1 *(cluster 6), were found to be expressed (but not VHV) genes, thereby providing plausibility to the system level analysis. 

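REL, which encodes c-Rel, had levels between 1.35 and 2.73 and reached 3 on none of the 8 arrays. It did so on 7 arrays in the authors' deposited value table. Its relative RELB was 3.55 at 0.5 h, 4.14 at 4 h and 4.81 at 10 h.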

While cluster 7 showed a set of genes involved in cell cycle (*P29*, *APBB2*, *GPS1*) and the *TGFβ*-pathway (*BMPR2*, *THBD*) up-regulated 6 hours post infection, no concise network or significant functions/pathways could be identified (Table 1).

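All 5 of these genes were called higher at 6 h, and 4 were on probes bright on that array only. APBB2 was 169 at 6 h and 6.04 at 4 h, GPS1, a subunit of the COP9 signalosome, was 77.0 and at most 6.98 otherwise, and P29 was 19.8 and at most 3.46 otherwise. THBD, thrombomodulin, was 7.29 at 6 h and at most 3.71 otherwise, and its probe was not bright. Of the 13 matched genes of cluster 7, 11 were on bright probes. The 13 expressed genes of the TGFβ and BMP list had a median log2 deviation of 0.09 at 6 h (percentile 96.7 of random lists), and 0.01 in the authors' deposited value table.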

### Gradual decline of cell functions at later time points

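At 8 h EXOSC9, a subunit of the RNA exosome, was 194 and CSF3R, the receptor for granulocyte colony-stimulating factor, 74.2, both on probes bright on that array only. CCR2, a chemokine receptor, was 9.03 at 6 h and 13.3 at 8 h. In cluster 8, 12 of 14 matched genes were called higher at 8 h and 8 were on bright probes. In cluster 9 all 13 matched genes had a median under 3, so 0 of 13 could be called lower at 8 h. Their median level was 2.04 over time and 1.31 at 8 h.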

Clusters 8 and 9, up- and down-regulated 8 hours post infection, respectively (Figure 2A), represent a variety of functions. Up-regulated genes in cluster 8 were bound in one network with cell morphology, cell death/injury/abnormalities and lipid metabolism as the top ontologies (Table 1). Those genes significantly represented *EGF*- and *IL-2 *signaling pathways. 

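KCNJ5 had a log2 deviation of 6.54 at 8 h and was under 3 on the other 7 arrays. ATP6V1D, a subunit of the vacuolar ATPase, was 33.2 at 8 h and at most 5.16 otherwise, while the other probe of this gene was at most 7.72. Both were on probes bright on the 8 h array only, as was THRA, a thyroid hormone receptor (29.9). NR1H4 was not matched to a probe by symbol.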

Several genes represented G-protein-coupled and ion receptors (*KCNJ5*, *NR1H4*, *ATP6V1D*). Genes in this cluster expressed *MYOD *and *HNF3B *as over-represented TREs. 

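ONECUT1, a hepatic transcription factor of cluster 9, was 4.49 at 0 h and 1.20 at 8 h, and PTPRG, a receptor phosphatase, was 3.95 at 1 h and 1.36 at 8 h. Neither could be called lower with values floored at 3, since their medians were 1.81 and 2.26. HAND1 itself was between 0.752 and 1.60 and reached 3 on none of the arrays.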

Down-regulated genes in cluster 9 shared *HAND1 *as an over-represented TRE and were bound in one network with ontologies similar to cluster 5, 6 – carbohydrate/lipid/nucleic- & amino acids metabolism, small molecule biochemistry (Table 1).

The last time point, 10 hours post infection, showed one network of down-regulated genes in cluster 10 related to cancer, carbohydrate metabolism, cell cycle and morphology ontologies. Those genes were significantly overrepresented in the following canonical pathways: interferon/NOTCH/Interleukins/JAK/STAT signaling (Table 1). 

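All 20 matched genes of cluster 10 had a median under 3, so 0 could be called lower at 10 h. Their median level was 2.29 over time and 1.23 at 10 h. LFNG, a modifier of Notch receptors, was 4.33 at 1 h and 1.31 at 10 h. ACTN4, an actin cross-linker that the networks link to this cluster, was 11.8 at 4 h and 6.31 at 10 h, with a log2 deviation of -0.61. The 11 expressed genes of the JAK/STAT list had a median log2 deviation of 0.00 at 10 h, and the 7 expressed Notch genes of 0.05.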

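MMP2, a gelatinase, was 3.24 at 0 h and 1.12 at 10 h, and STXBP3, a regulator of vesicle fusion, was 3.55 at 1.5 h and 1.12 at 10 h. COL2A1, the collagen of cartilage, was 3.54 at 4 h and 1.88 at 10 h. CTNNBIP1, an inhibitor of β-catenin, was 3.76 and 1.20 at these times, and ARID1B, a subunit of chromatin remodelers, 3.28 and 1.62. All 5 reached 3 at 1 or more time points, none on all 8 arrays. Their medians were under 3, so none could be called lower at 10 h.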

Degradation processes, such as matrix breakdown, represented by *COL2A1*, *STXBP3*, *ARID1B*, *MMP2*, *CTNNBIP1 *genes. Two zinc finger proteins (*ZNF406*, *ZNF444*) were also down-regulated. 

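ZFAT (ZNF406) was 3.77 at 0.5 h and 1.05 at 10 h, and ZNF444 was 3.83 at 8 h and 1.17 at 10 h. Each was highest on 1 array at under 4, and with medians of 1.67 and 1.65 neither could be called lower.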

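SOCS1, a feedback inhibitor of JAK/STAT signaling, was 3.43 at 0.5 h, 3.77 at 1.5 h and 1.26 at 10 h. SFTPB, surfactant protein B, was 5.51 at 1.5 h, 3.97 at 4 h and 1.26 at 10 h. Neither could be called lower at 10 h, since their medians were 2.49 and 2.02.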

Various inflammation- and cell growth/proliferation related pathways represented by *SFTPB*, *SOCS1 *(JAK/STAT cascade), *COL2A1*, *PIN1 *genes also were identified.

## Discussion

For the first time, the response of urothelial cells growing in a urothelial mimetic and presented with an overwhelming *Enterococcus *infection was examined at the level of gene expression from the earliest events until cell death began to overwhelm the cells. The time course illuminated a progressive and orchestrated response to bacterial infection by the urothelial cells. 

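Some genes passed through like levels on neighboring arrays. MTHFD2 was 10.5 at 0 h, 10.7 at 1 h and 9.79 at 1.5 h, and stood at 13.1 and 14.0 at 8 and 10 h, and IL6, a cytokine gene, was 5.18, 7.45 and 6.72 at 0.5, 1 and 1.5 h. Over the expressed probes, the mean correlation of the log2 deviations of neighboring time points was 0.0723, against a mean of -0.0352 over all 40320 orders of the 8 arrays (one-sided exact permutation test, p = 0.000744, where the smallest p possible was 4.96e-05). For the listed VHV genes the same mean was 0.0111 (p = 0.00134 by the same permutation test). Without the 8 and 10 h arrays it was 0.0482 over the expressed probes (p = 0.0111, 720 orders, exact permutation test). No array holds uninfected cells after 0 h, and the order in which the arrays were processed is not given. The test therefore cannot tell a response to infection from time in culture or from the processing of the arrays. From the functions and networks found for each period, the paper concludes that the urothelial cells respond to the infection in a progressive and orchestrated way.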

At the earliest time points, the evidence suggests the cells initiate an immune response, cytoskeletal rearrangement and estrogen receptor signaling. Numerous poorly annotated genes identified in the early time period suggest currently unknown functions may be involved as well. The intermediate time points from 4 to 8 hours were characterized by modulation of cellular pathways that were under cellular control but were initiated by the earliest response to *Enterococcus*. In the final time points, the cells were initiating death programs and shutting down essential life processes.

Several characteristics of this model and of transcriptomics in general led us to use a novel systems biology approach to interpreting the data. First, because recent work showing that signaling represents a highly interactive cellular network [13], and even challenges the concept of "pathways", key functional events might only be observed indirectly in the transcriptome. Thus, the usual statistical analysis of finding a few highly differentially expressed genes is likely to be overly simplistic and inaccurate in the absence of an expensive number of replicates. Second, transcripts were derived both from cells that were in direct contact with bacteria as well as from cells whose contact with bacteria was indirect and through cell-cell communication. While the top cell layer in contact with bacteria may produce a range of responses and die quickly, cells underneath may proliferate and respond first to the cells above them and then to bacteria at later time points. This is a feature of natural infection that is captured in the model used in this paper, but the result could be to smear out and obscure the response. Third, most microarray results tend to over-represent high expression genes over those that are expressed near the background, even though the low-abundance transcripts may represent important regulatory genes such as transcription factors. Fourth, with over 21,000 different genes being represented on the array and 10 time points, the resulting data set consists of over 200,000 data points, and determining whether patterns can occur by chance represents a fundamental challenge. We therefore used a very conservative approach such that the probability of any of the "beacon" VHV genes being identified by chance was vanishingly small.

Because transcriptomics data are almost universally underdetermined, there is no single solution to any data set, and, in fact, many solutions are possible. The approach we describe here is based upon differences in variance that are due to technical and biological factors and to the characteristics of microarray experiments in general. The advantage of a variance-based approach is that it is much less dependent upon replicates than are methods based upon comparisons of means. The entire experiment is a replicate for those 8142 genes for which the technical variability exceeds that due to biological factors ("constant" genes), and their distribution of variance allows estimates of the probability of the change in expression of any single gene falling outside specified limits to be made. By adjusting the thresholds of significance, the number of "interesting" genes can be managed, either to identify a large set encapsulating the system variance or a small set of "beacons" that point to the pathways in which they function. By referencing system noise in both determination of expression and identification of "interesting" genes, the signal to noise ratio can be optimized to produce an interpretable picture of the system as a whole. VHV genes serve as these beacons. A key to this approach is that the analysis of array data is linked to network tools such as PAINT and IPA and does not proceed in isolation. That most of the genes suggested by IPA as forming networks with the beacon VHV or HV genes actually were expressed validates this approach and argues against chance variation in selection of VHV or HV genes as being significant.

Time course data are complex because individual time points are related to each other. Given the lack of replicates, methods based on comparisons of means are not applicable, and including 3–5 replicates of each time point makes experiments very expensive. Thus, variance-based analyses have an advantage in analyzing data sets such as this one here. A recently described method [14] compares the goodness of fit of the expression values of each gene over time fitted to a curve or to a flat line. Whether our and that method would yield different results is not clear. Most likely, some genes would be identified as significant in both approaches and some only in one. Whether a markedly different picture of pathways and networks would result is doubtful.

The unsupervised clustering organizes the data based on the observed expression pattern whereas the pathway tool examines the genes in the clusters in light of what is known in the literature. Often, as in the present case little literature about the function of genes in urothelium is available, and therefore functions are inferred from other contexts (T-cell development, for example, in the case of *PTCRA *discussed below). However, the observed expression data represent the functioning of these genes in the context of urothelium responding to *Enterococcus*, and it may be that genes function differently in different contexts. In some cases so little is known about the function of a particular gene and the interaction partners of its protein product that Ingenuity doesn't even recognize it. Thus, failure of a gene to be recognized as fitting into a network may simply reflect lack of information about the function of the gene within the current context or any context (e.g. the open reading frame). Therefore genes that do not fit into networks should not be discarded arbitrarily as "false positives," they could be considered as representing completely novel findings. Thus, these networks represent only first approximations of the actual networks that represent the underlying biology. Inevitably the question of confirmation arises, but this is a far more complex question than is generally considered [15]. Given the generally high correlation between different array platforms and PCR, the value of confirming RNA levels by PCR is limited [16]. Ultimately, the only real confirmation is at the functional protein level in hypothesis-driven experiments. The purpose of the system-level examination of complex processes is to generate hypotheses by identifying previously unrecognized connections among genes and suggesting how genes might function as a system rather than as isolated genes or even canonical pathways. Unfortunately, further investigation is often hampered by a lack of suitable reagents.

During the early period post infection, most of the VHV beacon genes were up-regulated with the exception of one small cluster of genes that was down-regulated 1.5 hours post-infection and a few genes that were expressed at high levels in the control and immediately down-regulated. None of the first three clusters showed any common transcriptional regulatory elements or convincingly suggested ontologies. The higher resolution picture produced by including the entire set of HV genes clarified the picture and identified important functions and pathways that are triggered by interaction with the bacteria. *Enterococcus faecalis *expresses 41 proteins that could interact with urothelial cells or their local matrix and thereby alter gene expression [17]. In depth analysis showed two were likely enzymes with catalytic activities toward carbohydrates, including hyaluronan and chondroitin sulfate. Because urothelium expresses a dense network of surface chondroitin sulfate that acts as a protective element for the urothelium [18], inactivation of this layer may be required before infection can proceed. The very early cytoskeleton organization response in the host cells could result directly from interactions with these bacterial proteins.

One strongly represented element in the early response genes was initiation of an immune response at the earliest time points. Urothelium, like many epithelia, is capable of mounting an innate immune response [5]. The early immune response is shown clearly by PAINT, which identified the two immune function transcription factors *Elk-1 *and *Ets-1 *from their TREs as well as by identification of a number of genes in immune response networks by IPA; one example is shown in Figure 4. While several of these genes bear names suggesting a specific function in another cell type (e.g. *PTCRA*, or pre T-cell antigen receptor alpha) our data show they are expressed in urothelial cells. 

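PTCRA was at 4.17 at 1 h and under 2 on 6 of the arrays; its probe was bright at 0.5 h only. Of other leukocyte genes, ITGAM was 6.27 or more on all arrays, CD3G, a chain of the T-cell receptor complex, was between 2.04 and 5.95, LCK, a kinase of T cells, at most 3.77, and PTPRC, the common leukocyte antigen, at most 3.07. The 8 expressed leukocyte markers had a median log2 deviation of 0.07 at 1 h (percentile 99.56 of random lists, and under 95 in the authors' deposited value table) and 0.04 at 6 h (percentile 97.5, and under 95 in that table and with the printing blocks set to one median).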

Whether they play the same role in urothelial cells as in T-cells respectively remains to be established. Interestingly, four estrogen receptor signaling genes were identified. Estrogen receptor signaling plays a much wider role than the classical estrogen response element signaling [19]. Urothelial cells bear both androgen and estrogen receptors without regard to the sex of the donor [20]. The early responses therefore may represent a fruitful target for interfering with bacterial infection and deserve deeper investigation, particularly because so many of the HV and VHV genes are so poorly annotated. Novel functions and processes are likely to be identified.

**Figure 4:**
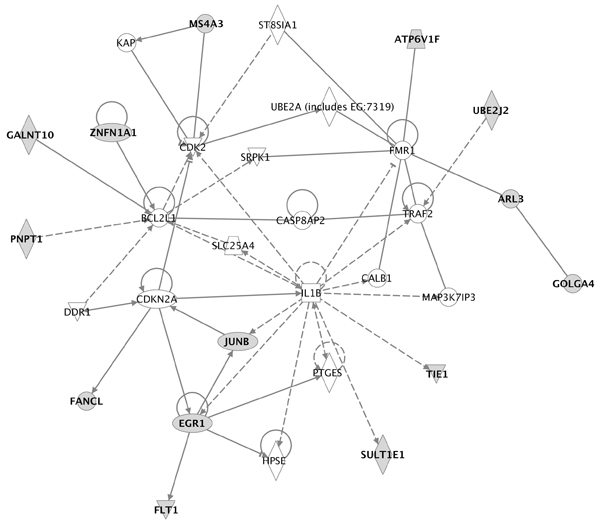
**Example of first plausible network of genes in enhanced cluster 1**. All other networks of interacting genes in this and other clusters are listed in the Additional files 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, 15, 16.

The middle time period, 4 to 8 hours post infection represents an active response to infection from endogenous cellular networks. The cells respond by continuing the immune response, up-regulating metabolism, cellular proliferation and development, and cell-cell signaling. 

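Genes of energy metabolism stood high at 4 h, though not at this time alone. PKM and ALDOA, enzymes of glycolysis, were 95.1 and 31.3 at 4 h against 55.7 and 19.3 at 0 h, and the 14 expressed genes of a list of glycolysis and hypoxia genes had a median log2 deviation of 0.14 at 4 h (percentile 97.8 of random lists), and a larger one of 0.24 at 1.5 h (percentile 99.96). The 27 expressed genes of oxidative phosphorylation had 0.12 at 4 h (percentile 99.46) and 0.13 at 0 h (percentile 99.67), with COX7C at 38.8 at 4 h against 31.0 at 0 h. The 8 expressed interferon genes had 0.21 at 4 h (percentile 99.12), with IFI6 at 9.80 and IFIT3 at 4.46. Genes of G2 and M phase were low at 1.5 and 6 h, -0.14 and -0.15, and high at 0 and 8 h, 0.13 and 0.24 (percentiles 1.60, 0.15, 99.06 and 99.99 over 19 genes): KIF2C, a mitotic kinesin, was 6.67 and 11.1 at 6 and 8 h, and AURKA, a mitotic kinase, 7.91 and 11.9. In all, 61 of 264 combinations of list and time lay beyond the 5th or 95th percentile. Against the 0 h array, the values of oxidative phosphorylation and of the glycolysis and hypoxia list at 4 h and of G2 and M phase at 8 h were under the 95th percentile, as was the glycolysis and hypoxia list at 4 h with quantile normalization and linear regression, and with median scaling that list at 1.5 h and G2 and M phase at 0 h.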

Relatively few genes are down-regulated during this period. 

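Downward changes were more numerous at 4 h than at 6 and 8 h. PRR3, a protein with proline-rich repeats, read 0 at 4 h against a median of 12.0. DYNLL1, a dynein light chain, was 14.2 at 8 h and 9.11 at 10 h against 17.8, short of 2-fold at both times. With values floored at 1 the downward changes numbered 512 at 1.5 h, more than on any other array, and 366, 102 and 19 at 4, 6 and 8 h, and in the authors' deposited value table 98, 12 and 9 at 4, 6 and 8 h. The 1.5 h array had the lowest median scanner intensity, 7.98 units, and its lowest printing block had a median log2 deviation of -0.471. With the printing blocks set to one median and values floored at 3, 8 probes were lower at 1.5 h in place of 19. Whether dim blocks account for the 512 was not tested.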

Two plausible networks were assembled; one network characterized by up-regulation of the focus genes and the other by down-regulation. Interestingly, both include *TGFβ *as an extracellular cytokine. The up-regulated network also contains *TGFβ*, but *IL1B *is present as well, whereas the down-regulated cluster contains *TNF*. 

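TGFB1 had levels between 0.366 at 1.5 h and 2.86 at 4 h and reached 3 on none of the 8 arrays. IL1B was between 1.22 and 3.30 and reached 3 at 10 h only. With TNF, whose levels are given for the early response, 1 of the 3 signaling genes reached 3 on any array. TGFB1, IL1B and TNF reached 3 on 2, 5 and 2 arrays in the authors' deposited value table. TGFB3, a gene related to TGFB1, was between 5.93 and 8.08.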

Interestingly, the signaling molecules are all expressed at low levels, but consistently above the background. Of considerable interest is the presence of *SERPINC1 *in the down-regulated network. This gene is more familiar as antithrombin III, a regulator of serine proteases in the coagulation cascade in the presence of heparin-like molecules. *SERPINC *is responsible for the puzzling function of "hematologic diseases" in Table 1. Yet, it also is expressed above background. This gene could represent an additional element of protecting the surface glycosaminoglycan layer. 

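SERPINC1 was between 0.250, at 4 h, and 2.85, at 8 h, and reached 3 on none of the 8 arrays. It did so on 7 arrays in the authors' deposited value table. PROS1, protein S of the same anticoagulant system, was between 2.55 and 3.73 and reached 3 on 7 arrays.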

*Wnt *signaling also seems to be a target during this time period. This signaling pathway plays a major role in organization of epithelial cells [21]. Inflammatory response pathways driven by *NF-κB *[22-26] and a variety of interleukins [27,28] (*IL2 *in particular) can also be seen early and continuously throughout the timecourse. 

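Genes of the NF-κB pathway stood high at 4 h. RELA, a subunit of NF-κB, was 5.18 at 4 h against 3.53 at 0 h, NFKB1, its partner, 5.01 against 3.15, and the 9 expressed pathway genes had a median log2 deviation of 0.15 (percentile 97.9 of random lists; 93.9 in the authors' deposited value table). At the other 7 time points their median was 0.00. IL2 was between 2.39, at 1.5 h, and 4.77, at 0 h, and JAK1, a kinase of its receptor, was 2.03 at 1.5 h and 5.29 at 6 h. The 5 expressed genes of the interleukin 2 axis had a median of -0.48 at 1.5 h (percentile 1.21), -0.17 at 0.5 h (percentile 1.86) and 0.18 at 6 h (percentile 95.8). IL2RA, a member of the list, went the other way at 1.5 h, with a log2 deviation of 3.91. The list value at 1.5 h lay within the 5th to 95th percentiles with quantile normalization, median scaling, the 0 h array as reference and the authors' table, the 0.5 h value against the 0 h array, and the 6 h value with the printing blocks set to one median.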

The *NF-κB *pathway is activated via Toll-like receptors [26,29], especially in bacterial infection [30-32]. 

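Of the Toll-like receptors measured, TLR6 was between 0.872 and 1.52, TLR7 between 0.874 and 1.21 and TLR10 between 0.510 and 2.03. None reached 3 on any array, and the spots of TLR6 and TLR7 read like the spots left out of the authors' table on 6 and 7 arrays. TLR8 was not matched to a probe. Of 8 genes of a wider list of Toll-like receptors and their partners on the array, 0 were expressed.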

We did not observe significant expression of TLRs although some of them (*TLR *6, 7, 8, 10) were expressed close to or slightly above the 3 SD background cut-off. This is in accordance with another study of *Enterococcus *infection [33].

Several transcription factors were implicated by PAINT as controlling individual clusters. In the middle time period, Cluster 4 shows an over-representation of genes containing a TRE for *c-Myc*, and Cluster 5 contains an over-representation of the inflammation-related *c-Rel*. Cluster 6 is enriched in the *Nkx-2-5 *TRE, as well as *HNF-1*, *Olf-1 *and *VBP*. 

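NKX2-5 had levels between 0.506 and 0.903 and reached 3 on none of the 8 arrays. ELF3, an epithelial transcription factor, was between 11.2 and 21.2, and PPARG, which drives urothelial differentiation, between 3.56 and 6.30. Both therefore reached 3 on all 8 arrays.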

The *Nkx-2-5 *is most likely a regulator of urothelial genes in general [23] and is expressed in all clusters. Cluster 7 shows an over-abundance of genes containing *Pax-4*, *CPD *and *USF *TREs. In the late time points, *HNF-3β*, *MyoD*, *Hand-1*, which also likely is a driver of urothelial genes in general [23], *FoxJ2 *and *Staf *are over-represented. Although PAINT and IPA operate by different principles, nonetheless several of these TREs were implicated by both methods, thereby further supporting their importance. The transcriptional regulatory networks implicated by TRE analysis could help identify networks of genes operating together in bladder that have not been identified to date.

Connecting clusters across time with IPA suggested some information flow across time from the earliest time points as summarized in Fig. 5. While these comparisons were complicated by the general paucity of detailed annotations of the early response genes, the limited annotations suggest *PTCRA *is linked to *TCF3 *in cluster 3, which is up-regulated 1.5 hours post infection. This points to *Wnt/β-catenin*, which is a transcription cofactor with *TCF/LEF*. Expression of *CTNNB1 *(β-*catenin*), albeit low, tracks the time course of *TCF3 *expression. 

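CTNNB1 had levels between 0.901 and 1.71 and its spot stayed under 3 on all 8 arrays. Over the 8 time points, CTNNB1 and TCF3 had a Pearson's r of 0.0625 (p = 0.872) and a Spearman's rho of 0 (p = 1), both from exact, two-sided permutation tests over 40320 pairings; this was the only relation tested, so no adjustment was needed. Without 0.5 and 1.5 h, the time points with TCF3 farthest from its median, r was -0.0113. With quantile normalization r was -0.339 (p = 0.433, exact permutation test) and in the authors' deposited value table 0.554 (p = 0.147, exact permutation test). No batches are named for these arrays.

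**Figure D4:**
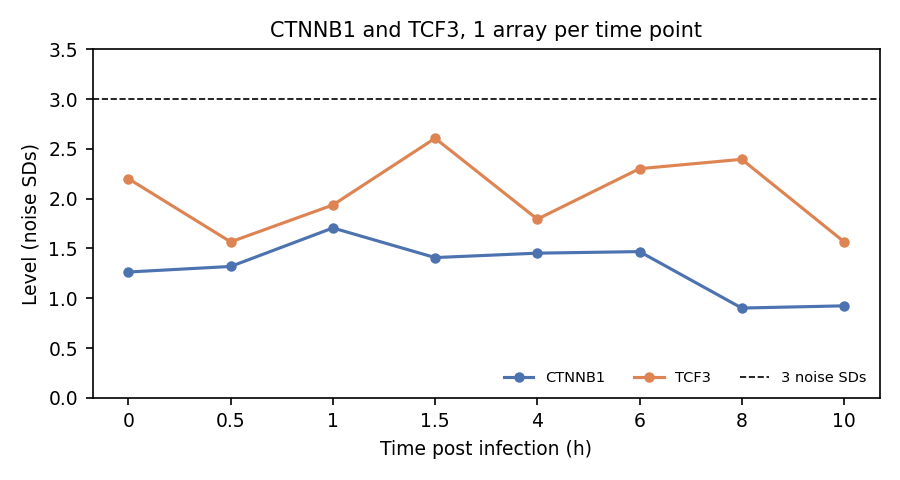
Levels of CTNNB1 and TCF3 in noise SDs against time post infection in hours, with 1 array per time point and a dashed line at 3. CTNNB1 is highest at 1 h, at 1.71, and TCF3 at 1.5 h, at 2.61, and neither crosses the line.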

Other components of this pathway are all either expressed at constant levels or have similar temporal profiles. 

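Of 35 Wnt genes on the array, 19 were expressed. CSNK1A1, a kinase that marks β-catenin for breakdown, was 7.72 at 4 h against 14.3 at 0 h, AXIN2, a Wnt target, 3.39 against 6.21, and LEF1, a partner of β-catenin, 4.55 against 3.76. The median log2 deviation of the 19 was -0.09 at 4 h (percentile 0.8 of random lists) and -0.05 at 6 h (percentile 1.56). At 4 h it was 0.00 with quantile normalization, and at both times it was 0.00 in the deposited value table and with the printing blocks set to one median.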

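CDH24, a cadherin, was 2.99 at 0.5 h and 3.17 at 1.5 h, and reached 3 on 1 array. RPH3AL, a Rab effector, was at most 1.16 on a probe other than the one the paper lists. Of these cytoskeletal genes, TEKT1, with a log2 deviation of 3.74 at 0.5 h on its bright probe, was the 1 called changed. VCL, which links integrins to actin, was 11.0 at 0.5 h and 19.6 at 6 h.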

A second theme is rearrangement of the cytoskeleton as representing an early response, as shown by finding *ACTR2*, *TEKT1*, *CDH24*, and *RPH3AL *as VHV genes. A third theme across time is *Ephrin *signaling. This may be part of a more global picture of cell structural remodeling, where *Wnt/β-catenin *acts along with ephrin/IL2/neuregulin signaling cascades.

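Of 16 ephrin and Eph receptor genes on the array, 8 were expressed. EPHA2 was 8.63 at 0 h, 5.96 at 0.5 h and 11.5 at 1.5 h, and its ligand gene EFNA1 was between 3.69 and 5.56. EFNB1 was 4.00 at 0.5 h and 8.65 at 8 h. The median log2 deviation of the 8 was -0.06 at 0.5 h (percentile 0.24 of random lists) and 0.10 at 8 h (percentile 92.9).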

**Figure 5:**
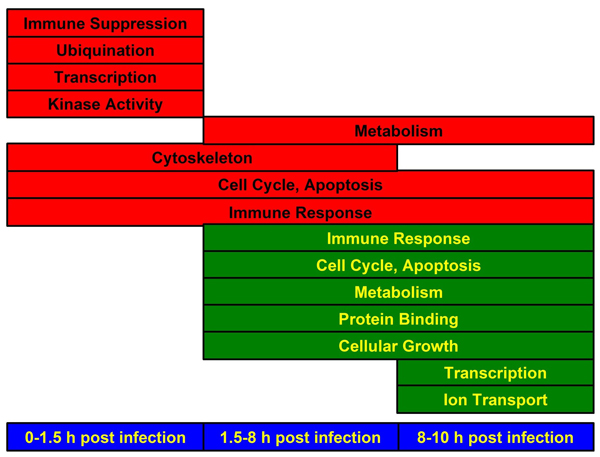
**Schematic diagram of significant functions identified by IPA analysis of clusters shown in Fig. 2**. Functions associated with genes that were up-regulated are shown in red and those that were down-regulated are shown in green.

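As a list, apoptosis genes stood neither high nor low at 8 and 10 h, while single members went up or down from 0 h. PMAIP1, which encodes the BH3-only protein NOXA, was 11.6 at 8 h and 10.4 at 10 h against 8.03 at 0 h, BBC3, which encodes PUMA, 4.84 and 4.99 against 5.50, and BAX 4.98 and 3.71 against 6.63. The 15 expressed apoptosis genes had a median log2 deviation of 0.00 at 8 h and 0.00 at 10 h (percentiles 29.6 and 36.2 of random lists). With values floored at 1, 28 probes were lower and 116 higher at 10 h.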

The final time period is predominately characterized by down-regulation, with the exception of up-regulation of genes responsible for cell death. 

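Genes of oxidative phosphorylation stood low at 10 h. COX6C, a subunit of cytochrome oxidase, was 26.0 at 10 h against 34.0 at 0 h, NDUFA2 of complex I 12.3 against 18.2, and ATP5PO of the ATP synthase 17.9 against 25.2. The 27 expressed genes had a median log2 deviation of -0.18, lower than all 10000 random lists. Wnt genes had a median of 0.00 at 10 h (percentile 39.5), with FZD7 at 6.78 and CSNK1A1 at 19.4. The interleukin 2 axis had a median of 0.15 (percentile 89.9), with JAK1 at 6.40.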

Overall the process of degradation can be seen in down-regulation of *Wnt *pathway, metabolism and interleukin signaling concluding cascade of events leading to cell death after *Enterococcus *infection.

While the number of system level studies of host-pathogen interactions currently is small and even smaller when only epithelial cells are considered, the number is growing [1]. However, comparing studies will be complicated by the context problem, and therefore we should perhaps not expect to find much correspondence in individual genes. Common pathways may emerge if they represent core functions (e.g. cell cycle, immune response or apoptosis), and correspondence with previous studies showing these pathways are involved in the host response was observed [1]. Each bacterial system is unique in what it secretes and how it affects the host. Each host cell also has its own unique response system [1]. Until the literature is more comprehensive, comparing studies will be complicated.

Our study for the first time maps the response of human urothelial cells to infection by *Enterococcus *at the transcriptome level from the earliest responses to the initiation of cell death. A novel bioinformatics approach was used that combined rigorous statistical tools in a biological framework to bring out a systems level picture. Although a picture involving reasonably well understood processes could be assembled, the finding that so many early response genes are poorly annotated suggests that the picture of the host cell response is nonetheless very incomplete at the system level. Understanding the early events could yield important clues for preventing infection as well as identify currently unrecognized responses of the cellular network.

## Methods

### Bacterial strains and cell growth

The SV40-immortalized human urothelial cell line HUC-BC(ATCC) was infected with the retrovirus pLEGFP (Clontech, Mountain View, CA) and cells stably expressing green fluorescent protein (GFP) were selected with flow cytometry. Cells infected with the retrovirus pDsRed (Clontech, Mountain View, CA) thus expressing dsRED were used for cross-section visualization. Small intestine submucosa (SIS) membranes encased in plastic inserts (Cook Biotech, West Lafayette, IN) were equilibrated with 3 washes of Hanks Balanced Salt Solution (Invitrogen – Gibco, Carlsbad, CA). After washing, the SIS inserts were incubated in Ham's F12 solution(Invitrogen – Gibco, Carlsbad, CA) with 10% FCS (fetal calf serum) (Invitrogen – Gibco, Carlsbad, CA) for at least 3 hours before cells were placed on membranes. Each SIS insert was placed in an individual well of a 6-well plate (BD Falcon, Bedford, MA) with care taken to ensure air is not captured under the membrane and full contact with the Ham's F-12 media is made. All but 2.5 ml of the media is removed as well as the media on top of the membrane itself. GFP expressing HUC-BC cells were typsinized and brought up in media at a concentration of 150,000 cells/50 μl, and 50 μl seeded onto a membrane surface with area of 50.3 mm^2^. This cell number is sufficient to cover the membrane with a monolayer of cells in a volume sufficient to keep cells within the membrane insert. Cells were grown for 7 days in Ham's F-12 medium containing 10% FCS changed every 2 or 3 days. At day 6, cells were trypsinized from one membrane to obtain a cell number so that the concentration of *Enterococcus faecalis *bacteria would have a multiplicity of infection (MOI) of 10. *Enterococcus faecalis *(strain W32944, UTI isolate) cells from an overnight culture in Brain Heart Infusion were pelleted by centrifugation at 4000 × g for 10 min, washed once with Ham's F-12 medium containing 10% FCS and resuspended in the same medium. For infection, appropriate numbers of cells in 50 μL volume were was layered onto each HUC-BC/SIS membrane and incubations of 0 minutes, 30 minutes, 60 minutes, 90 minutes, 2 hours, 4 hours, 6 hours, 8 hours, 10 hours, and 24 hours were carried out at 37°C in a 5% CO_2 _incubator. Control membranes received 50 μL of Ham's F-12 medium containing 10% FCS.

### Visualization

Two HUC-BC/SIS membranes from each time point within the infection time course were visualized with confocal fluorescence microscopy to determine the time points for microarray analysis. Propidium iodide (Invitrogen – Gibco, Carlsbad, CA) was used to indicate dead cells. Bacteria were labeled with GFP for cross-section visualization in conjunction with HUC cells expressing dsRED.

### RNA isolation and microarray analysis

RNA was isolated at each time point with RNAeasy kit (QIAGEN Inc., Valencia, CA). Cy3 labeled cDNA was synthesized and hybridized onto glass arrays spotted with 22,464 long oligos (~70 mers) from the UniGene database of functionally known genes.

### Data normalization and identification of hypervariable genes

Data were normalized as was described previously [34] using an approach that takes advantage of the statistical and biological properties of microarray experiments to reference expression data and perform classifications and filtering with reference to the variability inherent in the data set as a whole. Removal of duplicate, "Blank" and "Control" values yielded 21,521 unique genes. In order to facilitate identification of genes that are expressed a certain level above background, expression was normalized to the variability of unhybridized probes as described [35]. Briefly, a frequency histogram of the un-normalized expression values yielded a bimodal, right-skewed curve (Figure 1A). The distribution around the first mode was normally distributed, providing a measure of the variability around zero. The expression of all genes was then normalized to this value after subtraction of the zero point. The arrays were then adjusted to each other by robust linear regression, which assumes that the expression of most genes is not altered in the experiment and down-weights the effect on global expression of those that do change. The data set was then filtered to remove all genes showing less that a value of 3.0 for expression. This is equivalent to setting a threshold of 3 SD above background for deciding that a gene is expressed. While this choice is arbitrary, it means that out of roughly 10,000 expressed genes, about 13–14 would represent false positives at any one time point. By requiring expression at more than one time point for inclusion reduces the probability of falsely scoring a gene as expressed to virtually zero. Next, the technical variability in the system was identified from a frequency histogram of relative standard deviation of all the measurements of each gene (Figure 1B). Given that most genes vary only for technical and not biological reasons [34], the standard deviation determined from the normally distributed portion of this histogram defines the system noise in measurement of individual gene expression values. These genes whose variance is normally distributed provide an internal standard of measurement noise (ISMN) [34]. Genes with variances 3SD above the mean of ISMN express more variability than is expected from the internal consistency of the data. These are selected as hypervariable (HV) genes and comprised a total of 1409 genes. While this number captures the excess variability over system noise, it is inconveniently large. The set of HV genes was further filtered to select only those genes with relative standard deviations greater than 0.2. The probability of any of these genes being selected by chance also is vanishingly small. This produced 239 very hypervariable (VHV) genes used for further analysis. These genes serve as "beacons" with which to identify pathways and networks that are perturbed by the process of infection over the time course. We emphasize that it is not necessary to identify at this point every gene that shows a statistically increased probability of modulation. The expression levels of all 21,521 genes are listed on the public database GEO (Series GSE5988).

### Hierarchical clustering

The expression values of 239 VHV genes were clustered by Cluster 3.0 program [36], the next generation of the Cluster program developed by M. B. Eisen [37]. Genes were median-centered and organized into 10 clusters by K-means clustering with 1000 number of runs. The similarity metric was selected as Correlation (uncentered). The results were visualized with Java TreeView program, also the next generation of TreeView program originally developed by M. B. Eisen.

All 1409 HV genes were clustered by K-means clustering with 1000 runs using the Euclidian similarity metric. Genes up-regulated at early time points that then dropped below noise afterwards were identified manually because genes expressed at only 1 time point would otherwise be filtered.

### Pathway and promoter sequence binding analysis

Biologically relevant networks were assembled from sets of genes in each cluster with IPA, a web-based pathway analysis program [38]. IPA uses a genome-scale biological knowledge base, and generates multiple biological networks with associated ontologies from a list of focus genes, in this case the genes in clusters identified by hierarchical clustering. This analysis enables assembly and visualization of direct and indirect physical and biological interactions among a given gene set (focus genes) and other genes that are inferred from literature reports of connections. Each gene identifier was mapped to its corresponding gene object in the Ingenuity^© ^Pathways Knowledge Base. Genes were not weighted by expression levels, and biological networks were built on this assumption. Each network was assigned a significance score calculated as the negative log of the probability of assembling N genes that form a network from a random sampling of the transcriptome. Networks with scores above 3 are considered significant at p < 0.001. The functional analysis of networks identified the biological functions and/or diseases that are most significant to the genes in the network. Canonical pathways analysis identified the most significant known biological pathways for a given set of genes. These networks are not equivalent to canonical pathways because they are based on literature reports of interactions that can be direct or indirect, which is both their strength and weakness. Because these hypothetical networks infer the presence of genes not in the focus gene list, it is necessary to remove genes that are not expressed. This was done in all our pathway figures (Additional files 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, 15), ontologies and canonical pathways. Thus, every gene that is shown is expressed at least 3 SD above the background noise. These pathways, such as shown in Figure 4 are then designated as "plausible" networks because all the members are expressed at the RNA level, at least.

TREs upstream of the clustered VHV genes were identified using the web-based program PAINT [39,40]. PAINT queries the Transfac™ database and calculates the probability that the TREs identified in a given list of genes differ from a random sample of TREs. In this case, the validity of partitioning into clusters was tested by comparing the TREs found in each cluster against the entire list of VHV genes. This provided a map of TREs significantly overrepresented in a given cluster against a significance threshold of p < 0.05. For more reliable results filtering with FDR < 0.3 criterion was used, when specified. It should be noted that a random collection of genes will not form statistically significant pathways or networks. Neither will they contain over-represented TREs. Thus the finding that a set of genes contain common TREs or fit into known networks supports that they are neither randomly selected by chance or the product of technical error.

## List of abbreviations

ATCC – American Type Culture Collection

FCS – fetal calf serum

GFP – green fluorescent protein

HUC – human urothelial cells

HV – hypervariable

IPA – Ingenuity^© ^Pathways Analysis

ISMN – internal standard of measurement noise

MOI – multiplicity of infection

PAINT – Promoter Analysis and Interaction Network Toolset

PI – phosphatidylinositol

SD – standard deviation

SIS – small intestine submucosa

TF – transcription factor

TRE – transcriptional regulatory element

VHV – very hypervariable ("beacon" genes)

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MD performed the overall analysis of hypervariable genes, prepared figures, tables and additional material and helped to draft and finalize the manuscript. KDK carried out the microarray studies, including isolation and amplification of mRNA. REH wrote the first draft of the manuscript and directed the overall study; RS assisted with the interpretation of the TRE analysis; NS and ASB contributed to the bacterial infection part of the study, including interpretation; MBC directs the microarray facility and supervised the quality of the array studies and their interpretation. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Confocal microscopy revealing the amount of cell death at different time points**. A) Green – live HUC cells expressing GFP, red – dead HUC cells stained with propidium iodide. B) Cross section of HUC cells expressing dsRED and bacteria expressing GFP on top. Click here for file

Additional file 2 **Full list of 239 VHV genes in different clusters**. GenBank accession numbers, gene names and description provided. Click here for file

Additional file 3 Expanded versions of K-means and PAINT clustering of VHV genes showing gene names and GenBank accession numbers. Click here for file

Additional file 4 **Additional plausible network 2 in cluster 1**. Hypothetical networks identified by Ingenuity^© ^as being potentially present were pruned to remove genes that were not identified as being expressed. Click here for file

Additional file 5 Additional plausible network 3 in cluster 1. Click here for file

Additional file 6 Additional plausible network 4 in cluster 1. Click here for file

Additional file 7 Additional plausible network 5 in cluster 1. Click here for file

Additional file 8 Additional plausible network 6 in cluster 1. Click here for file

Additional file 9 Plausible network for Cluster 2, 1 hour post infection, up-regulated Click here for file

Additional file 10 Plausible network for Cluster 3, 1.5 hours post infection, up-regulated Click here for file

Additional file 11 Plausible network for Cluster 4, 1.5 hours post infection, down-regulated Click here for file

Additional file 12 Plausible network for Cluster 5, 4 hours post infection, up-regulated Click here for file

Additional file 13 Plausible network for Cluster 6, 4 hours post infection, down-regulated Click here for file

Additional file 14 Plausible network for Cluster 8, 8 hours post infection, up-regulated Click here for file

Additional file 15 Plausible network for Cluster 9, 8 hours post infection, down-regulated Click here for file

Additional file 16 Legends for IPA generated networks Click here for file

Additional file 17 **Full list of 192 HV genes in cluster 1**. GenBank accession numbers, gene names and description provided. Click here for file

Additional file 18 **Genes from expanded cluster 1 assembled in networks and their top functions/canonical pathways**. Gene names in bold are "focus genes" identified from clusters formed from VHV genes. Non-expressed genes were manually removed from the networks. Statistically significant top functions and canonical pathways are identified by IPA. Click here for file

# Supplementary material for: Systems biology approach for mapping the response of human urothelial cells to infection by Enterococcus faecalis
**Source:** BMC Bioinformatics. 2007 Nov 1;8(Suppl 7):S2. doi: 10.1186/1471-2105-8-S7-S2
**Supplement:** Additional file 2 — Full list of 239 VHV genes in different clusters. GenBank accession numbers, gene names and description provided.

Table 1 suppl. Full list of 239 VHV genes in different clusters.

# Supplementary material for: Systems biology approach for mapping the response of human urothelial cells to infection by Enterococcus faecalis
**Source:** BMC Bioinformatics. 2007 Nov 1;8(Suppl 7):S2. doi: 10.1186/1471-2105-8-S7-S2
**Supplement:** Additional file 17 — Full list of 192 HV genes in cluster 1. GenBank accession numbers, gene names and description provided.

**Table 2 suppl. Full list of 192 HV genes in cluster 1.**

# Supplementary material for: Systems biology approach for mapping the response of human urothelial cells to infection by Enterococcus faecalis
**Source:** BMC Bioinformatics. 2007 Nov 1;8(Suppl 7):S2. doi: 10.1186/1471-2105-8-S7-S2
**Supplement:** Additional file 18 — Genes from expanded cluster 1 assembled in networks and their top functions/canonical pathways. Gene names in bold are "focus genes" identified from clusters formed from VHV genes. Non-expressed genes were manually removed from the networks. Statistically significant top functions and canonical pathways are identified by IPA.

**Table 3 suppl. Genes from expanded cluster 1 assembled in networks and their top functions/canonical pathways.**

| # | **Gene names** | **Network’s top functions** | **Canonical pathways** |
| --- | --- | --- | --- |
| 1 | **ARL3**, **ATP6V1F,** BCL2L1, CALB1, CASP8AP2, CDK2, CDKN2A, DDR1, **EGR1**, **FANCL**, **FLT1**, FMR1, **GALNT10**, **GOLGA4**, HPSE, IL1B, **JUNB**, KAP, MAP3K7IP3, **MS4A3**, **PNPT1**, PTGES, SLC25A4, SRPK1, ST8SIA1, **SULT1E1**, **TIE1**, TRAF2, UBE2A (includes EG:7319), **UBE2J2**, **ZNFN1A1** | Cell Cycle, Cell Death, Connective Tissue Disorders, Cell Morphology, Cancer | PPAR Signaling, p38 MAPK Signaling, NF-κB Signaling, IL-6 Signaling, B Cell Receptor Signaling |
| 2 | **ACTR2**, ARPC2, **ASNS**, **BRRN1**, **CALD1**, **CCL7**, **CGI-38**, COL6A2, **CORIN**, **CPM**, **GRB10**, HAS1, IARS (includes EG:3376), IL8, IL13, **ITGB7**, **NOXA1**, PF4, **PTGER1**, **PTPRZ1**, SCAP2, SRC, TGFB1, TNS1 | Cellular Movement, Cell Death, Immune and Lymphatic System Development and Function, Immune Response | Integrin Signaling, Ephrin Receptor Signaling,Wnt/β-catenin Signaling, Chemokine Signaling, Actin Cytosceleton Signaling |
| 3 | ARF4, **CNP**, DNTT, EGFR, **HAX1**, **HNRPM**, JUN, **LAMA4**, LAMP2, **MACF1**, MYC, **MYO1B**, PCBP2, PFKFB1, **PIP5K1A**, PKD2 (includes EG:5311), **PRDM1**, PRKACA, **PTCRA**, **PTPRN2**, **ROCK2**, RPS7, RPS23, **SART1**, SUMO2 (includes EG:6613), **TCF3**, ZAK | Cell Cycle, Cancer, Tumor Morphology, Cellular Development, Cellular Growth and Proliferation | Actin Cytosceleton Signaling, Wnt/β-catenin Signaling |
| 4 | AGT, **AGTRAP**, AKT1, **APPL**, **CRSP3**, EDG1, ESR1, HIPK3, MPG, NCOA7, NCOA4 (includes EG:8031), NCOR1, **NR0B1**, NR3C1, **PLIN**, PPARG, PRMT2, RELA, **RPS6KB1**, **SCAND1**, SDPR, **SF3A1**, **SMARCD1**, **SNIP1 (includes EG:79753)**, **THAP7**, TRIB3, **UNC45A** | Gene Expression, Cell Signaling, Small Molecule Biochemistry | Estrogen Receptor Signaling, PTEN Signaling, PPAR Signaling, IL-4 Signaling |
| 5 | **ADCY7**, CD160, **CDK2AP2**, **EDG4**, ERCC3, FCGR1B, **GTF2H3**, IFNG, **IL1F9**, LARGE, **MUC1**, **NBR1**, **PNKP**, PPP1R13B, SDCBP, **SFRS5**, TP53, **TP73**, ULK1 | Cancer, Cell Death, Sceletal and Muscular Disorders | Estrogen Receptor Signaling |
| 6 | CBX4, **CDYL**, CETN3, CTBP1, EHMT1, **EHMT2**, **ICK**, IL15, JRK, KITLG (includes EG:4254), **LCK**, LYPLA1, **MDFI (includes EG:4188)**, **POLR2K**, PRG1 (includes EG:5552), **PSMB5**, RPL7, RPS7, SNAI2, **TAF12**, **TRIM5** | Cellular Development, Hematological System Development and Function, Immune and Lymphatic System Development and Function, Immune Response | Estrogen Receptor Signaling |

How the deposited data were processed for this re-analysis (not part of the article)

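The samples were 8 cultures of HUC-BC cells grown on small intestine submucosa, 1 for each time point from 0 to 10 h post infection, and each was hybridized to 1 array of oligonucleotide probes labeled with Cy3. With 1 array per time point, the number of arrays limits the precision, and no paired analysis was possible because no second array at any time point exists in the files. PAINT and IPA, the programs the authors used for regulatory elements and networks, were not run.

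The raw intensity values, as deposited by the authors, are readings of each spot from the scanner in arbitrary units; per the file headers they are not normalized, and since they go below 0 a background had already been subtracted from them. The normalized signal values in the authors' deposited table were made by the authors with a zero point and noise SD from the low mode of each array, division by that SD and robust regression between arrays, as their methods state. Both were used: the levels given throughout start from the intensities, and the table served as an alternative. The table covers 21521 of 22464 spots, and only those spots were used.

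For each array a normal curve was fitted by least squares to the counts of intensities in bins of 2 units from -100 to 0. Its mean was taken as the zero point and its SD as the noise SD. The level of a spot is its intensity minus the zero point, divided by the noise SD. The log10 levels of each array were then adjusted to the median array by Huber regression (statsmodels 0.14.6). Spots with 1 accession were averaged; 83 of the 21270 probes were spotted more than 1 time. Gene symbols came from the annotation of the array and a reference table of genes; 17043 spots stand for 1 gene, 172 for several and 4306 have no annotation. Where a gene had several probes, the expressed probe with the highest mean was used. Genes of the paper's tables were matched by accession, or by symbol where the listed accession was not among the annotated probes. The counts of matched VHV and cluster genes leave out ABCA1, PTPRN2, EEF1A1 and ST3GAL1, which were found by symbol in this way.

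A probe was called expressed at a level of 3 or more at 1 or more time points. Relative SD was the SD over the 8 arrays divided by the mean of the levels, with levels under 0 set to 0. The log2 deviation of a gene at a time point is the log2 of its level minus the median of these values over time, with levels under 3 set to 3, and a gene was called higher or lower at a deviation of 1 or more in size. A list of genes was described by the median deviation of its expressed members, compared with 10000 random lists of as many expressed genes matched in 10 bins of mean expression. These percentiles describe the arrays and are not tests across replicates. Exact permutation tests were run on the order of the arrays in time and on the relation of CTNNB1 and TCF3.

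The rules, tests, alternatives and 40 gene lists, among them markers of fibroblasts, endothelial cells and leukocytes, were fixed before the data were examined. The genes that may be named were fixed at the same time, with the paper's tables already seen: every gene the paper names, the members of the lists, and per time point the 5 genes with the largest upward and the 5 with the largest downward deviation among those with a level (or, for lower genes, a median) of 10 or more. Alternatives covered the source of the values, the adjustment between arrays (quantile normalization, linear regression, median scaling), thresholds, floors, the reference array and leaving out each array in turn. Others were added later, among them leaving out the probes bright on 1 array only, and setting each of the 32 printing blocks of an array to the same median. The blocks were read from the spot names.

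The steps were tested on simulated data of 21521 probes. Of 50 probes raised on 1 array by 1.5-fold, 2.5-fold, 4-fold and 8-fold, 0, 44, 50 and 50 were called, and 27 calls were made among 2162 unchanged expressed probes. The simulated changes were upward only, so the test does not cover lower calls. Its counts are not split by level, so they do not give the rates for probes near the floor. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.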

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

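Tests chosen after the result was seen were the measure of neighboring spots without a floor, the count of bright probes at 0 h, both tests on the floor of the deposited table, the test on the last row of printing blocks and that on the blocks outside it; the others were set beforehand. In 8 of 40 series of 8 values, an end value was set apart. Its gap to its neighbor, divided by the whole range, was above Dixon's critical value. Chance gives about 1 in 20 for normally distributed values. Several series are list medians tied at 0 by the floor, so the count cannot be judged against this rate.

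The number of genes at least 2-fold lower than their median was far from the other arrays at 4 h, with a ratio of 0.654. With values floored at 1, or against the 0 h array, more were lower at 1.5 h (512 and 161) than at 4 h (366 and 147). The lowest printing block at 1.5 h had a median log2 deviation of -0.471. With the printing blocks set to one median, 8 genes were lower than their median at 1.5 h in place of 19. The NF-κB pathway genes at 4 h and the endothelial markers at 1 h each had a ratio of 1, since their list medians were 0 at the other 7 time points. The cytokine and NF-κB target genes at 1.5 h had a ratio of 0.968. The regulators the paper names for the early set (ETS1, ELK1, ATF2, AHR, ARNT) had 0.671 at 10 h. Both of these lists also had medians of 0 at most other time points. The fatty acid genes at 0 h had a ratio of 0.565, the estrogen receptor genes at 8 h 0.544 and the ephrin genes at 8 h 0.531.

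The 110 probes bright on 1 array only include PTCRA, FAS, BMPR2 and KCNJ5. Of 29 other probes of the same genes, 0 (0%) were 2-fold higher on the array of the bright spot, in line with a defect of the single spot, although only 13 of the 29 were expressed. The planned measure of the spots touching the bright ones gave a log2 median of 0, as it would for any spots near the floor; without a floor these 819 spots lay 0.0433 noise SDs up, beyond the -0.0358 to 0.0164 of random spots, which is consistent with some smear but far under the 46.5 of the bright probes (a stricter rule of 1 noise SD, considered and dropped after the value was seen, would have left this open). A response that begins after 0 h stays open: 9 probes were bright at 0 h only, against 10 to 24 on the later arrays with a median of 15, and a first measure, genes 2-fold above their median, gave 40 at 0 h against 32 to 47 later and was replaced after its values were seen. A defect of single spots may therefore account for these probes, with a response of single genes not excluded.

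In the authors' deposited table, 8422 spots at 8 h and 7686 at 10 h sit at the floor, against 3541 to 4198 on the earlier arrays. The zero point that the table implies lay within 0.210 MADs of the median of the spots left out of the table on these 2 arrays, and 3.77 to 5.34 MADs under it on the others, which is consistent with a zero point placed on the peak of empty spots at 8 and 10 h. A late fall of RNA in the cells is argued against as the cause of these floor values: before any adjustment between arrays, the median intensity lay 1.84 and 2.03 MADs over that of the left-out spots at 8 and 10 h, and 0.284 to 0.910 on the earlier arrays (SD 0.239). A first measure, the count of probes at 3 noise SDs, was replaced after its values were seen, since the adjustment hides an overall fall. A fall that leaves the intensities of an array unchanged was not tested.

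The 53 genes lower at 4 h include SLC7A5, SLC1A5, MTHFD2 and CALR. Of them, 30 were printed in the last row of blocks, which holds 12.2% of the expressed probes and whose detected spots had a median log2 deviation of -0.412, against -0.0688 to 0.0178 in the other rows; a dim row may account for these, of which 8 stayed 2-fold lower with blocks set to one median. For the other 23 a dim printing block is argued against: the 19 blocks that hold them had medians of -0.138 to 0.0534, far over the -1 of a lower gene for a spread of 0.249 between the spots of the lowest block. The adjustment between arrays is argued against for all 53, since 100% stayed at -0.75 or lower under each of 3 other scalings and 81.1% to 90.6% stayed 2-fold lower. A defect of single spots cannot be told apart from a change in the cells, since only 2 other probes of these genes were expressed (-0.172 and 0.164, median -0.00407), and the planned count of blocks, 23 against 23 to 29 in random draws, left a dim region smaller than a block open. A lower level of these transcripts at 4 h stays among the open explanations.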

How the results depend on the processing

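The alternatives named as later additions were chosen after seeing the data. Of 160 summary values, 112 stayed within their spread or within 1.5 times their count, 47 moved and 1 reversed: the r of CTNNB1 and TCF3 was -0.339 with quantile normalization. Of the single gene values, 98 of 103 stayed in the deposited value table, 99 of 103 with quantile normalization, 94 of 103 with the printing blocks set to one median and 83 of 91 against the 0 h array, where 2 reversed: IL2RA at 8 h to 0.25 and PIP5K1A at 4 h to -0.17, because IL2RA was low and PIP5K1A high at 0 h. Leaving out each array in turn gave 7764 to 8143 expressed, 2886 to 3539 hypervariable and 3814 to 4416 very hypervariable probes. The time order kept its sign with p = 0.0111 by exact permutation without the 8 and 10 h arrays. Of the 61 list values beyond the 5th or 95th percentile, 32 (0 h array) to 52 (linear regression) stayed so. Signal over background limits the results: 1942 of the 3299 hypervariable probes had a median level under 3. The planned background model (normexp) and the noise from blank spots were not run, since the files used here hold no background column and mark no blank spots. Except where stated, the cause of a difference was not tested.

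In the deposited value table, a median of 9012 probes per array reached 3, 12459 were expressed, 5618 hypervariable, 7645 very hypervariable, and 686 changed (545 upward, 183 downward, 98 lower at 4 h). With 5 noise SDs, 4686 were expressed. On the log scale the mode of relative SD was 0.0623 and the spread of duplicate spots 0.567. With the floor of 3 on that scale the mode was 0.0729, and 417 probes were hypervariable and 406 very hypervariable. Without the log, on probes expressed at all 8 time points, these were 493 and 800. Thresholds of 0.11 and 0.15 gave 7127 and 5802 hypervariable probes. With the floor of 1 noise SD, 1756 probes changed (903 upward, 1149 downward, 366 lower at 4 h) and 151 listed genes were at their cluster time, since falls under a level of 3 then count. Against the 0 h array 620 changed, with 580 downward and 147 lower at 4 h. At 1.5-fold 1730 changed (1266 upward, 835 downward, 285 lower at 4 h).

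Among later additions, a zero point fitted to a narrower part of the low mode gave 171 downward and 105 lower at 4 h. A zero point and noise from the spots left out of the table gave 6371 hypervariable, 8309 very hypervariable and 2939 changed probes (2030 upward, 1596 downward, 426 lower at 4 h). Without the 8 and 10 h arrays 58 were downward. With the printing blocks set to one median 59 were downward and 31 lower at 4 h. Without the bright probes 209 were upward. The table taken by spot, with the SD of log10 values, gave a mode of 0.0601, 1394 hypervariable (threshold of 0.15) and 370 very hypervariable spots. Duplicate spots without empty ones differed by 0.519. In the deposited value table, 23 cell type markers were expressed.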

Differences from the paper's values

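Of the alternatives given here, the deposited table taken by spot and the duplicate spots without empty ones were chosen after the values were seen. The mode of relative SD was 0.128, and the paper's mean of the fitted curve is 0.065. The paper's text gives more time points for its relative SDs than the 8 arrays used here. These values, and the counts of genes taken from them, may therefore rest on different sets of samples. A measure given below, chosen after seeing the values, holds 9553 spots on these 8 arrays, the paper's number of expressed genes. That count can therefore be reached without more time points. Whether more time points account for a difference in relative SD was not tested. Among the alternatives set before the data were examined, the log scale (0.0623) and the log scale with a floor of 3 (0.0729) came within 1.5 times of the paper's value, and the deposited value table (0.135) and the probes expressed at all 8 time points (0.122) did not. The paper's text does not name the scale. The SD of the fit was 0.0370 and the paper's is 0.015, with the same difference in time points. Of the alternatives set before the data were examined, all those with a value for this SD differed by over 1.5 times. They ran from 0.0242 on the log scale to 0.0466 with median scaling.

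Hypervariable probes numbered 3299 and the paper's hypervariable genes 1409. Of the alternatives set before the data were examined, all those run on this count differed by over 1.5 times. They ran from 417 (log scale, floor of 3) to 7127 (threshold of 0.11). Very hypervariable probes numbered 4257 and the paper's 239, with 406 to 7645 under the same kind of alternatives, all over 1.5 times apart. Probes under the threshold numbered 4823 and the paper's constant genes 8142. The deposited value table (6841), quantile normalization (5716), median scaling (6122) and the log scale with a floor of 3 (7705) were within 1.5 times, and linear regression (4717), the log scale (3732), the probes expressed at all 8 time points (3357) and the thresholds of 0.11 (995) and 0.15 (2320) were not.

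A measure chosen after seeing the values comes close to several of the paper's numbers: the deposited table taken by spot, with spots above 1 on all 8 arrays and at 3 or more on 1 of them, and the SD of log10 values. It held 9553 spots, the paper's number of expressed genes (8122 with the levels used here), with a mode of 0.0601 and an SD of the fit of 0.0206, both within 1.5 times of the paper's. At a threshold of 0.15, the line of about 0.15 in Fig. 1B, read by eye, it held 1394 hypervariable spots, which include all 190 matched genes of the paper's VHV list and drop 0. The paper's mean plus 3 SD is 0.11 and the mode plus 3 SD of this measure 0.122, and at these thresholds it held 3224 and 2563, over 1.5 times the paper's number. At 0.2 it held 370, or 241 with n in place of n-1 in the SD; the 370 keep 173 of those 190 genes and drop 17.

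The paper states that the relative SD of replicated probes on an array was close to the 6.5% it gives for technical variation. The median relative SD of duplicate spots was 0.673 here, 0.567 on the log scale, and 0.519 without spots that read like empty ones, an alternative added after the values were seen. The files do not show whether all spots with the same accession hold the same oligonucleotide, so these values may not measure technical variation alone.

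The paper describes clusters 4, 6, 9 and 10 as lower at 1.5, 4, 8 and 10 h. The counts of matched genes with their largest downward deviation at that time were 3 of 33, 8 of 30, 0 of 13 and 0 of 20. They were 24, 23, 7 and 11 with the floor of 1 noise SD, and 15, 21, 3 and 4 in the deposited value table. Genes of these clusters that were called lower at their time include STAT5B, SLC7A5 and SLC34A1. The paper describes few genes as lower from 4 to 8 h and a late period mostly of lower expression. Here the 4 h array had 53 lower and 46 higher probes, and the 10 h array 4 lower and 40 higher. Against the 0 h array, 147 probes were lower at 4 h and 55 at 10 h.

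The paper states that TNF, TGFB1 and IL1B lie above background throughout. TNF and TGFB1 reached a level of 3 on 0 of the 8 arrays and IL1B on 1; in the deposited value table they reached 3 on 2, 2 and 5 arrays. It places SERPINC1 above background too, calls NKX2-5 and c-Rel (REL) expressed, and names E2F1 and TCF3 among the factors prevalent at 1.5 h. SERPINC1, NKX2-5, REL, E2F1 and TCF3 reached 3 on 0 arrays, and in the deposited value table on 7, 0, 7, 1 and 6. For the receptors TLR6, TLR7 and TLR10, placed by the paper near or a little over its limit, the count was 0 arrays each, and 0, 0 and 3 in the deposited value table. The paper places ATF2 (CRE-BP1) under noise, and it reached 3 on 1 array, and on 6 in the deposited value table. On every array a value of 3 in that table stood for a lower scanner intensity than a level of 3.

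Of other genes that the paper lists as expressed and variable, KMT2A (MLL), TMPO and GTF2H3 reached a level of 3 on 0 arrays, and in the deposited value table on 5, 6 and 1. SLC29A2 and SLC35B3, described as lower at 1.5 h and afterwards, had levels of 3.75 and 6.06 at 10 h, the highest of the 8 arrays, and 0.151 and 0.422, the lowest, at 1.5 h. The paper states that CTNNB1 tracks TCF3 over time. Pearson's r was 0.0625 (exact permutation test, p = 0.872), -0.339 with quantile normalization and 0.554 in the deposited value table, which has the sign the paper describes (exact permutation test, p = 0.147).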

Other observations

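Of the alternatives for the lists, linear regression, median scaling and the printing blocks were added after the data were seen, and the single genes were picked from the results. Genes of the amino acid and unfolded protein response were high at 0.5 h, low at 4 and 6 h and high again at 8 and 10 h. The 12 expressed genes of this list had a median log2 deviation of 0.34 at 0.5 h, -0.32 at 4 h, -0.20 at 6 h, 0.34 at 8 h and 0.21 at 10 h, at percentiles 99.99, 0.17, 0.5, 99.99 and 99.78 of random lists, and kept beyond the 5th or 95th percentile in every alternative run on the lists. TRIB3, a pseudokinase induced by ATF4, was 13.0 at 0.5 h, 5.71 at 4 h and 14.8 at 10 h. SESN2, a sensor of leucine, was 6.57, 1.71 and 8.23 at 0.5, 4 and 8 h, and CARS1, cysteinyl-tRNA synthetase, was 8.46, 2.64 and 7.44 at 0.5, 6 and 8 h. ASNS, asparagine synthetase, was 16.7 at 0.5 h and 4.99 at 4 h; it was printed in the last row of blocks, and its deviation of -0.85 at 4 h was -0.13 with the printing blocks set to one median. The probes of ATF4 and DDIT3, regulators of this response, stayed under 3 on all arrays.

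Several groups stood high on the 0 h array. The 14 expressed genes of cholesterol synthesis had a median log2 deviation of 0.30 and the 25 proteasome and ubiquitin genes of 0.19, both higher than all 10000 random lists. DHCR7, the last enzyme of cholesterol synthesis, was 10.5 at 0 h and 5.64 at 0.5 h, and MSMO1, another enzyme of this pathway, 6.21 and 2.88. The 17 expressed genes of S phase had a median of 0.22 at 0 h (percentile 99.97) and -0.14 at 6 h (percentile 1.63). MCM6, a subunit of the replicative helicase, was 17.0 at 0 h and 8.57 at 6 h, and MCM5 8.05 and 4.83. HSP90AA1, a chaperone, was 63.5 at 6 h and 38.7 at 10 h.

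Some probes departed on 1 array. PRDX1, a peroxidase, read 0 at 8 h and between 22.1 and 31.7 on the others, and TMBIM1 read 0 at 10 h and between 7.95 and 14.2 on the others. FDPS, farnesyl diphosphate synthase, was 78.1 at 10 h and at most 26.8 on the others. PYGO2, a cofactor of β-catenin, was 38.0 at 10 h and at most 6.89 on the others, and WNT3A was 16.9 at 8 h and under 1 on the others; both were on probes bright on 1 array only. Of the same kind, OLFM3, an olfactomedin, had 1568 at 6 h and HERPUD2, a protein with a ubiquitin-like domain, 961 at 10 h.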
